# Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (*Brassica oleracea* L. var. *capitata*)

**DOI:** 10.3390/ijms20112820

**Published:** 2019-06-10

**Authors:** Xiaowei Zhu, Xiang Tai, Yunying Ren, Jinxiu Chen, Tianyue Bo

**Keywords:** cabbage, *nwgl* phenotype, fine mapping, cuticular wax biosynthesis, RNA-seq, differential expressed genes, lncRNAs

## Abstract

Cuticular wax is a mixture of very long chain fatty acids (VLCFAs) and their derivatives, which determines vital roles for plant growth. In cabbage, the cuticular wax content of leaf blades is an important trait influencing morphological features of the head. Understanding the molecular basis of cuticular wax biosynthesis can help breeders develop high quality cabbage varieties. Here, we characterize a cabbage *non-wax glossy* (*nwgl*) plant, which exhibits glossy green phenotype. Cryo-scanning electron microscope analysis showed abnormal wax crystals on the leaf surfaces of *nwgl* plants. Cuticular wax composition analyzed by GC-MS displayed severely decreased in total wax loads, and individual wax components in *nwgl* leaves. We delimited the *NWGL* locus into a 99-kb interval between the at004 marker and the end of chromosome C08 through fine mapping. By high-throughput RNA sequencing, we identified 1247 differentially expressed genes (DEGs) and 148 differentially expressed lncRNAs in *nwgl* leaves relative to the wild-type. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the DEGs and *cis*-regulated target genes for differentially expressed lncRNAs were significantly enriched in wax and lipid biosynthetic or metabolic processes. Our results provide the novel foundation to explore the complex molecular basis of cuticular wax biosynthesis.

## 1. Introduction

The aerial surface of land plants is covered with a hydrophobic cuticle layer, which is composed of two major lipid components, the cutin polyester and the non-polymerized cuticular waxes. Cuticular waxes are predominantly composed of very long chain fatty acids (VLCFAs) and their derivatives, including aldehydes, alcohols, alkanes, ketones, and esters [1,2]. The biosynthesis of cuticular wax begins with de novo synthesized C16 and C18 fatty acids, which are then elongated into VLCFAs by a fatty acid elongase (FAE) complex, consisting of β-ketoacyl-CoA synthase, β-ketoacyl-CoA reductase, β-hydroxyacyl-CoA dehydratase, and enoyl-CoA reductase. The formed VLCFAs are further converted into various derivatives via two independent pathways, the alkane-forming and alcohol-forming pathways [3,4]. Cuticular wax protects plants against numerous biotic and abiotic stresses, such as pathogen infection and non-stomatal water loss [5,6]. It also plays important roles in normal plant developmental processes, including the pollen–pistil interaction [7]. Therefore, identifying plants with cuticular wax deficiency and elucidating the regulatory mechanisms controlling cuticular wax biosynthesis will be beneficial for improving agricultural crops. 

To date, many genes associated with cuticular wax biosynthesis pathway have been isolated and characterized in different plant species. For example, *CER1* encodes an alkane-forming enzyme and may physically interact with CER3 and cytochrome b5 isoforms (CYTB5s) to catalyze the synthesis of very long chain alkanes [8,9]. CER4 is an alcohol-forming fatty acyl-coenzyme A reductase (FAR) in the synthesis of primary alcohols [10]. In addition, several APETALA2/ETHYLENE-RESPONSIVE FACTOR (AP2/EFR) type transcription factors have also been reported to be involved in cuticular wax biosynthesis through regulating the expression of wax biosynthesis genes [11,12,13,14,15,16,17]. For instance, WRINKLED4 (WRI4) activates the expression of *LACS1*, *KCR1*, *PAS2*, *ECR*, and *WSD1* by direct binding to their promoters [16]. 

In recent years, several RNA transcripts with no protein coding potential have been reported that have a key role in regulation of cuticular wax biosynthesis. These noncoding RNAs include some small RNA species, such as small interfering RNA (siRNA) and microRNA (miRNA), mediated silencing transcription of the wax biosynthetic genes [18,19,20,21,22]. Cuticular wax biosynthesis also involves long noncoding RNAs (lncRNAs). LncRNAs are a class of non-coding RNA transcripts with a length of more than 200 nt. In wheat, *INHIBITOROFWAX1* (*Iw1*) and its homolog *Iw2* serve as miRNA precursors that produce an miRNA, miRW1, which represses the expression of the putative carboxylesterase genes that are necessary for β-diketone deposition in wheat [22].

For cabbage, several cuticular wax deficiency mutants have been reported. The phenotype of 10Q-961 and g21-3 mutants is controlled by a same recessive locus, which was finely mapped to chromosome C08 through classical linkage analysis [23,24]. A dominant 10Q-974gl mutant gene *BoGL1* was also fine mapped to chromosome C08 [25]. Moreover, both the *BoWAX1* and *Cgl2* genes were mapped to chromosome C01 [26,27]. In addition, the *Cgl2* gene in cabbage had been cloned and could rescue the phenotype of the *Arabidopsis cer4* mutant [27]. However, the cuticular wax biosynthesis genes have not been fully explored in cabbage.

In this study, we report the phenotypic and characterization of the *non-wax glossy* (*nwgl*) plant characterized by a glossy appearance of the cabbage. The *nwgl* plants exhibited a marked reduction in amounts of total wax and changes in wax components. We performed fine mapping and delimited the *NWGL* gene responsible for the *nwgl* phenotype to the end of chromosome C08. By conducting RNA-seq, we identified differential expressed genes (DEGs) and lncRNAs in leaf tissues of *nwgl* and wild-type plants. Moreover, we predicted both *cis-* and *trans-* regulatory target genes for the differential expressed lncRNAs. Functional analysis of the DEGs and *cis*-regulated targets genes for differential expressed lncRNAs revealed significantly enriched categories and pathways related with wax and lipid biosynthesis and/or metabolism, providing novel implication underlying cuticular wax biosynthesis in cabbage.

## 2. Results

### 2.1. Characterization of the Plant Exhibiting nwgl Phenotype

The plant exhibiting *nwgl* phenotype was identified from the inbred line G287. The prominent phenotype of *nwgl* plants was their altered wax coatings, resulting in light green leaves, stems, and flower buds (Figure 1a–f). The plant was designated *nwgl* based on its non-wax and glossy appearance. Cryo-scanning electron microscopy analysis revealed that the cuboid wax crystals were distributed densely on the leaf surface of the wild-type, whereas only fewer granular wax crystals were deposited on the leaf surface of *nwgl* plants (Figure 1g,h). Therefore, these results indicate that the *nwgl* mutation might cause abnormalities in specific components of the cuticular wax of cabbage plants. 

### 2.2. Cuticular Wax Composition of nwgl Plants

To investigate why the plants exhibiting *nwgl* phenotype had a significant depletion in wax crystals, we examined the content and the constitution of cuticular waxes from leaf blades of *nwgl* and wild-type plants by gas chromatography-mass spectrometry (GC-MS). Compared with wild-type plants, the total amount of all wax loads on *nwgl* leaf blades was reduced by 90.7% (Table 1). The contents of VLCFA, alkanes, and primary alcohols decreased by 45.8%, 98.3%, and 42.5% in *nwgl* leaf blades, respectively (Table 1). The secondary alcohol and ketone were undetectable in *nwgl* leaf blades (Table 1). However, the content of aldehyde exhibited slightly increased in *nwgl* leaf blades (Table 1). Further analysis revealed significantly reduced contents of C26 VLCFA, C27 and C29 alkanes, and C28 primary alcohol. Meanwhile, neither C28 secondary alcohol nor C29 ketone was detected in *nwgl* leaf blades (Figure 2). Taken together, these findings suggest that the reduced wax crystals in *nwgl* leaf blades result from decreased levels of VLCFAs and their individual derivatives. 

### 2.3. Fine Mapping of NWGL

Genetic analysis showed that the *nwgl* phenotype is a dominant mutation controlled by a single gene, with one quarter of the F_2_ progeny displaying a normal waxy appearance (208:61, χ^2^ = 0.67, *p* > 0.05; 270:91, χ^2^ = 0.04, *p* > 0.05). To isolate the *NWGL* gene, we generated two F_2_ mapping populations by crossing plants exhibiting *nwgl* phenotype with two wild-type inbred lines G306 and G274, respectively. The *NWGL* locus was mapped preliminarily between simple sequence repeat (SSR) marker at 040 and the end of chromosome C08 (Figure 3). Using newly developed InDel and SSR markers, the *NWGL* gene was fine-mapped into a 99-kb DNA segment between marker at004 and the end of chromosome C08 (Figure 3). There were 16 putative open reading frames (ORFs) within the 99-kb genomic region according to the cabbage gene annotation database (www.ocri-genomics.org/bolbase, accessed on: 9 June 2019) (Figure 3). Except for *Bol018503* and *Bol018504*, the functions of these genes are either unknown or do not involve in cuticular wax biosynthesis (Table S1). *Bol018503* encodes a CER1-L1 homolog, which belongs to fatty acid hydroxylase superfamily in Arabidopsis, and *Bol018504* encodes an aldehyde decarbonylase (CER1), which is known to promote wax very long chain alkane biosynthesis in various plant species [8,9,28,29]. To define which of these carries the *nwgl* mutation, we sequenced the two candidate genes, including their 5′ and 3′ flanking sequences, but no DNA sequence alteration was found. However, examination of gene expression of all the 16 ORFs within the fine mapping region only showed a down-regulation of *Bol018504* in *nwgl* leaves but not in the wild-type, indicating that the decreased expression of *Bol018504* might cause the *nwgl* phenotypes (Figure 4b, Table S2).This speculation was in accordance with a recent study, in which the same expression abundance decrease of *Bol018504* was identified in an investigation of a dominant glossy green cabbage mutant 10Q-974gl [25]. 

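The expression of the ORFs was taken from the FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of a library) that the authors deposited for leaves of 3 wild-type and 3 *nwgl* plants. Fold changes of *nwgl* against wild-type are given on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. They were tested with limma over 24332 genes with a mean FPKM of at least 0.1. All 16 ORFs of Table S1 lie near the end of chromosome C08 in Bolbase V1.0. Of these, 11 were listed in the deposited table. The other 5, *Bol018494*, *Bol018495*, *Bol018496*, *Bol018497* and the CER1-L1 homolog *Bol018503*, were not listed in it, so their expression was not analysed here. *Bol018504* extends from 41482385 to 41485735 on the forward strand. Its FPKM was 100.1 ± 50.6 in wild-type leaves and 5.42 ± 0.482 in *nwgl* leaves (SD, n = 3 each). The log2 fold change was -4.02 (standard error 0.49, adjusted p = 0.00242 from limma with Benjamini-Hochberg adjustment). Each wild-type library lay above each *nwgl* library, for which an exact two-sided permutation test gives p = 0.1, the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change of *Bol018504* stayed between -4.53 and -3.69, and it passed the thresholds of an adjusted p under 0.05 and a log2 fold change of at least 1 in size in all 6 of these limma fits and under all 9 other settings tried. It was the only one of the 10 ORFs tested that passed them, both over all genes and adjusted over the list alone. *Bol018506* rose from 0.204 ± 0.176 to 1.20 ± 1.07 FPKM (SD, n = 3 each), a log2 fold change of 1.96 (standard error 0.68, adjusted p = 0.170 from limma). *Bol018507* rose from 0.532 ± 0.349 to 3.07 ± 3.48 FPKM (SD, n = 3 each), a log2 fold change of 1.86 (standard error 0.81, adjusted p = 0.295 from limma). Neither was called under any setting that tested it or with any library left out. *Bol018507* overlaps *Bol018508* on the opposite strand; the libraries were directional, but the text does not say how the counting used the strand. The remaining 7 ORFs had log2 fold changes from -0.37 to 0.81, with adjusted p from 0.509 to 0.962 in limma. *Bol018498* had a mean FPKM of 0.00225, too low to be tested. From *Bol018504* being the only ORF that it finds down-regulated in *nwgl* leaves, the paper proposes that its reduced expression might underlie the phenotype. It also points to a like decrease in another dominant glossy mutant, to altered methylation of the gene and to the wax profile.

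**Figure D1:**
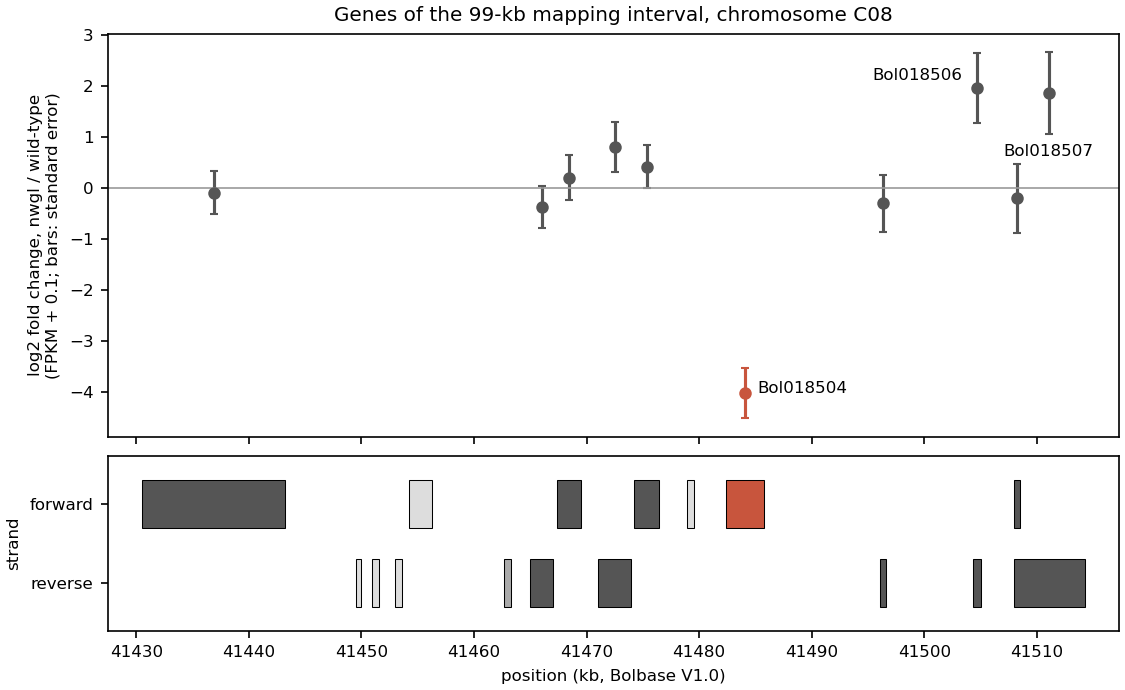
Log2 fold change of *nwgl* against wild-type leaves on the log2(FPKM + 0.1) scale (upper panel, bars: standard error from limma, 3 libraries per genotype) and the extent of the 16 ORFs on each strand (lower panel), along chromosome C08 in kb. Dark boxes are the ORFs tested, the mid-grey box is *Bol018498*, and the pale boxes are the 5 ORFs not listed in the table. *Bol018504*, drawn in red, lies at -4.02.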

These results suggest that the *Bol018504* might be regulated by the *NWGL* locus or other mechanisms, such as an epigenetic manner. We further investigated the DNA methylation level of *Bol018504* by employing three methylation sensitive restriction enzymes. For *Mcr*BC-PCR analysis, we found that the middle region of *Bol018504* corresponding to the fragment “C” (+905 to +1615) was unmethylated in the wild-type but slightly methylated in *nwgl* plants (Figure S1a,b).The *Hpa*Ⅱ, *Msp*Ⅰ-PCR analysis was used to detect the methylation level of CCGG sites within fragments “A” (−1113 to −408), “B”(+189 to +1069), and “C”(+905 to +1615). The results indicated that the C of the CCGG sites within fragments “B”(+189 to +1069) and “C”(+905 to +1615) might be hypermethylated in *nwgl* plants compared with the wild-type (Figure S1a,c). 

### 2.4. RNA-seq Analysis of Plants Exhibitingnwgl Phenotype

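Total RNA from leaves at the harvesting stage was sequenced from 3 biological replicates of wild-type and 3 of *nwgl* plants, 6 libraries in all. The authors aligned the clean reads to the Bolbase genome with HISAT2 and assembled them with StringTie. The deposited gene table holds StringTie's FPKM, which is scaled to the fragments of each library, and lists 27024 annotated genes and 4473 new loci from the assembly. Genes at 0 in all libraries are not listed. The table does not give the counts to which the paper's test, DESeq, was applied, so limma (lmFit, then eBayes with a trend on mean expression) was used here on log2(FPKM + 0.1). A gene was called differentially expressed with the paper's thresholds, an FDR under 0.05 and a log2 fold change of at least 1 in size. FPKM carries no total count, but among genes with low values the worth of 1 fragment can be compared between libraries. From the ratios that recur among these genes, the relative depth was between 0.892 (wild-type replicate 3) and 1.02 (*nwgl* replicate 2) of wild-type replicate 1. The libraries were thus sequenced to similar depth. FPKM summed over genes was 411866, 436367 and 310919 in the wild-type replicates and 291844, 347097 and 451537 in the *nwgl* replicates. The 10 genes with the highest FPKM took between 22.7% (*nwgl* replicate 2) and 57.3% (*nwgl* replicate 3) of the sum of a library. Genes that take many fragments can lower the FPKM of the other genes in a library, and for this reason median-of-ratios scaling and quantile normalization were also tried. Shares of summed FPKM are not shares of fragments, and the median FPKM of genes above 0 followed them only in part. It was 2.75 in wild-type replicate 2 (44.1%) but 1.78 in wild-type replicate 1 (29.1%). In *nwgl* replicate 3 (57.3%) it was 1.93, and in *nwgl* replicate 2 (22.7%) it was 2.58. Between 24593 and 27587 genes were above 0 in a library. Across 17374 genes with a mean FPKM of at least 1, which are not independent replicates, the Pearson correlation of log2 values was 0.784 to 0.847 between wild-type libraries, 0.817 to 0.901 between *nwgl* libraries, and 0.630 to 0.752 between genotypes.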

To further explore the global impacts of the *nwgl* mutation which could reduce cuticular wax contents in plants exhibiting *nwgl* phenotype, we conducted a transcriptome comparison of *nwgl* and wild-type leaves by high-throughput RNA sequencing (RNA-seq). 

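On the FPKM values, 1190 genes passed both thresholds in limma with Benjamini-Hochberg adjustment, 897 higher and 293 lower in *nwgl* leaves. At an unadjusted p under 0.05, 3950 genes differed. The replicates of the genotypes did not overlap in 4937 of the genes tested (20.3%), against the 10% that chance gives for 3 libraries against 3, and all 1190 called genes were among these. Testing only genes with a mean FPKM of at least 1 gave 735 calls, the lowest of the 9 settings that kept all libraries, and quantile normalization gave 1591, the highest. Without *nwgl* replicate 1, 381 genes were called. Every gene of Table S2 had the same direction here, 1241 had an unadjusted p under 0.05 in limma, and 912 (73.1%) were called. Another 278 genes were called that Table S2 does not list. Among the called genes with the largest changes, which the files identify only by ID and do not pair with names, *Bol037082* rose from 0.0276 ± 0.0158 to 17.4 ± 3.79 FPKM (SD, n = 3 each), a log2 fold change of 7.09 (standard error 0.40, adjusted p = 0.000147 from limma). *Bol012069* rose from 0.0146 ± 0.0178 to 13.6 ± 2.79 FPKM (SD, n = 3 each), a log2 fold change of 6.89 (standard error 0.41, adjusted p = 0.000147 from limma). *Bol043596* fell from 13.8 ± 5.24 to 0.00913 ± 0.0158 FPKM (SD, n = 3 each), with a log2 fold change of -6.93 (standard error 0.45, adjusted p = 0.000199 from limma). The new locus Kohlrabi_newGene_37765 had FPKM values of 10.7, 21.7 and 18.1 in the wild-type replicates and was listed at 0 in every *nwgl* library. All called genes listed at 0 throughout a genotype, 108 in wild-type and 47 in *nwgl*, have fitted fold changes that depend on the pseudocount. Those of *Bol037082*, *Bol012069* and *Bol043596*, near 0 in a genotype, depend on it too. Their log2 fold changes were 4.14, 3.83 and -3.81 with a pseudocount of 1, and 8.92, 9.35 and -9.72 with 0.01.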

In total, 1247 protein coding genes were differentially expressed in *nwgl* leaves relative to wild-type, including 913 up-regulated genes and 334 down-regulated genes (Figure 4a, Table S2). 

We then performed Gene Ontology (GO) analysis to assess the function of the DEGs. Notably, the down-regulated genes most significantly enriched were in the wax biosynthetic process (GO: 0010025), while the up-regulated genes most significantly enriched were in response to chitin (GO: 0010200) (Tables S3 and S4). In addition, a significant fraction of up-regulated genes were involved in lipid-related GO categories, including lipid localization (GO: 0010876), positive regulation of fatty acid metabolic/biosynthetic process (GO: 0045923 and GO: 0045723), glycerolipid metabolic process (GO: 0046486), neutral lipid metabolic process (GO: 0006638) and sphingolipid catabolic process (GO: 0030149) (Table S4), suggesting that *NWGL* might be involved in wax biosynthesis through regulating the expression of lipid-related genes. 

To further understand the metabolic pathways associated with *NWGL*, the DEGs were mapped to the KEGG database to analyze the enriched pathways. 

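The 7 genes that Table S5 assigns to tyrosine metabolism, 4 of them new loci, were all lower in *nwgl* leaves, with log2 fold changes between -3.82 and -1.99. The direction was the same with each scaling of the libraries and with each library left out. Each of the 7 had an unadjusted p under 0.05 in limma, and 4 passed the thresholds after Benjamini-Hochberg adjustment. The new locus Kohlrabi_newGene_4041 fell from 3.79 ± 0.536 to 0.188 ± 0.110 FPKM (SD, n = 3 each), with a log2 fold change of -3.82 (standard error 0.45, adjusted p = 0.00222 from limma). It stayed between -4.10 and -3.54 with any library left out. *Bol033662* fell from 10.9 ± 4.66 to 2.38 ± 0.215 FPKM (SD, n = 3 each), with a log2 fold change of -2.06 (standard error 0.42, adjusted p = 0.0238 from limma). It was called in 1 of the 6 fits that each left out a library, the one without wild-type replicate 1, and its adjusted p in limma rose to as much as 0.118 in the others. The called new loci Kohlrabi_newGene_38225 and Kohlrabi_newGene_5485 were likewise called in 1 of these fits each. The 29 genes listed in any of the 9 pathways of Table S5 were all lower, and 11 were called. Table S5 lists only genes that the study had found lower in these libraries, so the shared direction is not independent evidence. Whether a pathway holds more of them than the genome as a whole was not tested, because the pathway annotation of all cabbage genes was not used here.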

There were nine pathways highly enriched for down-regulated genes, and the most significantly enriched encoded proteins were involved in ‘tyrosine metabolism’ (KEGG ID: ko00350) (Table S5). The ‘cutin, suberine and wax biosynthesis’ (KEGG ID: ko00073), ‘linoleic acid metabolism’ (KEGG ID: ko00591), and ‘sphingolipid metabolism’ (KEGG ID: ko00600) were significantly enriched pathways in up-regulated genes (Table S6), supporting the notion that NWGL functions in wax and lipid metabolism.

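All 4 genes that Table S6 lists under cutin, suberine and wax biosynthesis were higher in *nwgl* leaves, and 3 were called by limma with Benjamini-Hochberg adjustment. Both linoleic acid metabolism genes were higher. *Bol010012* rose from 1.24 ± 0.304 to 8.04 ± 4.87 FPKM (SD, n = 3 each), a log2 fold change of 2.45 (standard error 0.50, adjusted p = 0.0236 from limma), but it was called in only 1 of the 6 fits that each left out a library, with adjusted p in limma up to 0.12. *Bol009772* rose from 1.69 ± 0.686 to 5.06 ± 1.94 FPKM (SD, n = 3 each), and its log2 fold change of 1.54 was not called (adjusted p = 0.113 from limma). Of the 3 sphingolipid metabolism genes, 0 were called and 2 had an unadjusted p under 0.05. *Bol031643* had a log2 fold change of 2.63 (standard error 0.67, adjusted p = 0.0606 from limma), *Bol015060* one of 1.52 (standard error 0.45, adjusted p = 0.102 from limma) and *Bol028725* one of 1.19 (standard error 0.55, adjusted p = 0.330 from limma). With median-of-ratios scaling or quantile normalization in place of FPKM as deposited, *Bol009772*, *Bol015060* and *Bol031643* were called. The 48 genes in any of the 9 pathways of Table S6 were all higher, also under both of these scalings, and 33 were called. The study had selected these genes as up-regulated in the same libraries, which fixes their direction beforehand. Without *nwgl* replicate 1, 11 of the Table S5 and Table S6 pathway genes were called in place of 44. From the pathways enriched among the up-regulated genes, the paper proposes that NWGL functions in wax and lipid metabolism.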

When focusing on the wax biosynthetic process, nine genes showed an altered expression in *nwgl* leaves relative to the wild-type. Only two genes associated with wax biosynthesis were down-regulated in *nwgl* leaves (genes encoding CER1 (*Bol018504*) and CER4 (*Bol013612*)), while seven genes were up-regulated: genes encoding another two CER1 proteins (*Bol025251* and *Bol025577*), two Long-chain-fatty-acyl-CoA reductases (*Bol035700* and *Bol036039*), one 3-ketoacyl-CoA synthase (*Bol024192*) and two AP2-like factors (*Bol038193* and *Bol038557*) (Figure 4b,c).

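Each of the 9 wax genes had the direction that the paper gives, under every setting that tested it and with each library left out. Over all genes tested, 5 passed the thresholds in limma with Benjamini-Hochberg adjustment: *Bol018504*, *Bol025577*, *Bol035700*, *Bol036039* and *Bol038193*. Adjusted over the list alone, all 9 had an adjusted p under 0.05, and the replicates of the genotypes did not overlap in 8. The study chose this list on these libraries, so neither count is independent evidence, and the 10% that chance gives for other genes is no yardstick here. *Bol013612* fell from 20.6 ± 12.7 to 3.89 ± 0.170 FPKM (SD, n = 3 each), with a log2 fold change of -2.08 (adjusted p = 0.0836 from limma). Wild-type replicate 3, at 6.06 FPKM, lay nearest the *nwgl* values; without it *Bol013612* was called. Among the genes encoding long-chain-fatty-acyl-CoA reductases, *Bol036039* rose from 0.0325 ± 0.0159 to 21.8 ± 7.09 FPKM (SD, n = 3 each), a log2 fold change of 7.33 (adjusted p = 0.000147 from limma). *Bol035700* rose from 0.945 ± 0.0855 to 17.8 ± 4.98 FPKM (SD, n = 3 each), a log2 fold change of 4.06 (adjusted p = 0.000746 from limma). Both were called in all 6 fits that each left out a library. *Bol036039* is near the floor in wild-type leaves, so the size of its change depends on the pseudocount. Its log2 fold change was 4.42 with a pseudocount of 1 and 9.03 with 0.01. *Bol025577* rose from 0.0170 ± 0.0115 to 1.51 ± 1.20 FPKM (SD, n = 3 each), a log2 fold change of 3.46 (adjusted p = 0.0202 from limma). This CER1 gene is near the floor in wild-type leaves, so the size of its change depends on the pseudocount, and it was called in 2 of the 6 fits with a library left out and under 6 of the 8 other settings that tested it. The other CER1 gene had a smaller and uncalled change. *Bol025251* rose from 0.443 ± 0.358 to 1.85 ± 0.521 FPKM (SD, n = 3 each), a log2 fold change of 2.00 (adjusted p = 0.0728 from limma). For the AP2-like factors, *Bol038193* rose from 0.271 ± 0.0641 to 2.41 ± 0.955 FPKM (SD, n = 3 each), a log2 fold change of 2.71 (adjusted p = 0.0105 from limma). *Bol038557* rose from 2.40 ± 1.31 to 8.64 ± 2.81 FPKM (SD, n = 3 each), a log2 fold change of 1.91 (adjusted p = 0.0714 from limma). *Bol038193* was called in 4 of the 6 fits with a library left out. The 3-ketoacyl-CoA synthase gene was also not called. *Bol024192* rose from 1.09 ± 1.21 to 3.89 ± 1.79 FPKM (SD, n = 3 each), a log2 fold change of 2.26 (adjusted p = 0.167 from limma). Its values were 0.673, 2.46 and 0.139 FPKM in the wild-type replicates and 3.54, 5.83 and 2.31 in the *nwgl* replicates, so that the genotypes overlapped. Of the 4 genes not called, *Bol013612* and *Bol038557* were called with median-of-ratios scaling or quantile normalization, and *Bol025251* only without wild-type replicate 1. Without *nwgl* replicate 1, 3 of the wax genes were called. The genes that share a function in this list are related to each other, and how the authors assigned reads that match more than one of them is not stated in the text.

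**Figure D2:**
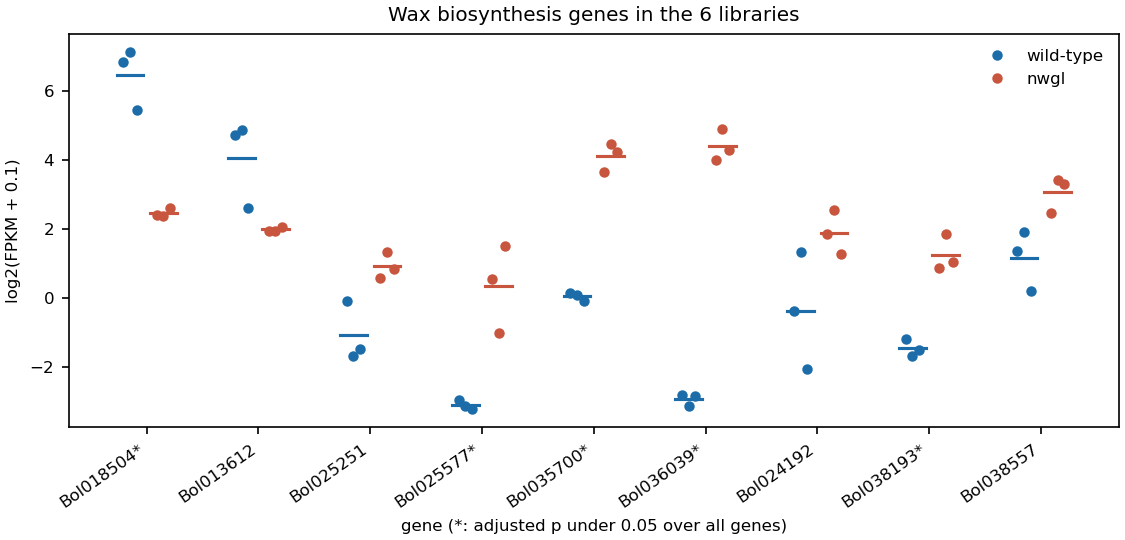
FPKM of the 9 wax biosynthesis genes in each of the 6 libraries, as log2(FPKM + 0.1). Points are libraries, lines are the mean of the 3 replicates of a genotype, and an asterisk marks the genes called by limma over all genes. The genotypes overlap only in *Bol024192*.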

### 2.5. Identification and Characterization of lncRNAs in Cabbage

To screen out potential lncRNAs involved in regulating wax biosynthesis, we thoroughly analyzed the cabbage noncoding transcriptome and identified 4459 putative lncRNAs (Figure 5a, Table S7). 

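The deposited lncRNA table gives StringTie's FPKM of 4459 transcripts from 3061 assembled loci in the same 6 libraries. The authors had kept transcripts of a minimum length, exon number and FPKM that CPC, CNCI, Pfam and CPAT classed as non-coding. Every transcript reached an FPKM of 0.1 in at least 1 library, the minimum that the methods give. Most values were low. The median over transcripts of the mean FPKM was 0.108, against 1.45 for the genes, and 325 lncRNAs (7.29%) but 55.2% of the genes had a mean FPKM of at least 1. The lncRNA values are for single transcripts and the gene values for whole genes, so these measures are not alike. A library had between 2311 (wild-type replicate 3) and 2871 (wild-type replicate 2) lncRNAs above 0, and 3279 lncRNAs were listed at 0 in at least 1 library. A listed 0 does not separate an lncRNA that was absent from one that StringTie did not assemble or quantify at this depth. The lncRNAs were tested as the genes were, in a limma fit of their own over the 2340 with a mean FPKM of at least 0.1. The table holds no transcript lengths, exon numbers or sequences.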

The 4459 lncRNA sequences were compared with mRNAs obtained in this study. These lncRNAs were shorter than mRNAs, 76.3% of which being <1000 bp in length (Figure 5b). Most lncRNAs (88.0%) had two or three exons in their transcripts and were fewer than protein-coding transcripts (Figure 5c). Interestingly enough, the two features of lncRNAs in cabbage, shorter lengths and fewer exons, have also been detected in other *Brassica* species, including Chinese cabbage, rapeseed, kale, and non-heading Chinese cabbage [30,31,32]. Moreover, lncRNAs also had shorter ORFs compared with mRNAs, with approximately 92.2% at <100 amino acids (Figure 5d). 

### 2.6. Identification of Differentially Expressed lncRNAs between nwgl and Wild-Type Plants

A total of 148 lncRNAs were found to be significantly differentially expressed (Figure 6a, Table S8). In detail, 96 lncRNAs in *nwgl* leaves were up-regulated and 52 were down-regulated compared with the wild-type (Figure 6a, Table S8). 

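On FPKM, 65 lncRNAs passed the thresholds in limma with Benjamini-Hochberg adjustment, 45 higher and 20 lower in *nwgl* leaves, and 336 differed at an unadjusted p under 0.05. On simulated data with 50 lncRNAs raised and 50 lowered by 4 on the log2 scale, 34 of the raised and 15 of the lowered were called. Both kinds started from the same level, and simulated values could not fall below 0. The median fitted change was 3.85 for the raised but only -2.27 for the lowered. The fit treats the genotypes alike, so the simulation cannot tell whether the 45 and 20 calls favour a direction. Of the 148 lncRNAs of Table S8, 128 were expressed highly enough to be tested. All 128 had the direction of Table S8, 120 had an unadjusted p under 0.05 and 61 were called. The replicates of the genotypes did not overlap in 455 of the lncRNAs tested (19.4%, where chance gives 10%). A pseudocount of 1 lowered the number of calls most, to 22, and the other settings that kept all libraries gave between 35 and 75. With a library left out the number fell to between 11 (without *nwgl* replicate 1) and 26 (without wild-type replicate 2). Many of the changes were between presence and a listed 0: 109 of the Table S8 lncRNAs were listed at 0 in every library of a genotype. MSTRG.67492.6 had FPKM values of 10.1, 9.63 and 6.85 in the *nwgl* replicates and MSTRG.81531.2 had 5.53, 5.51 and 5.72, and both were listed at 0 in all wild-type libraries. MSTRG.86575.1 had 8.77, 12.9 and 2.24 FPKM in the wild-type replicates and was listed at 0 in all *nwgl* libraries; it was called in 2 of the 6 fits with a library left out, and the other named lncRNAs in all of them. MSTRG.66579.3 fell from 21.2 ± 9.98 to 0.204 ± 0.0547 FPKM (SD, n = 3 each), with a log2 fold change of -6.01 (standard error 0.61, adjusted p = 0.000878 from limma) that stayed between -6.45 and -5.69 with any library left out.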

LncRNAs have been shown to regulate protein coding gene expression via *cis*- and *trans*-action [33]. 

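The paper takes genes neighbouring an lncRNA as its *cis* targets and genes with a complementary sequence as its *trans* targets. Table S9 holds 2508 pairs of an lncRNA and a *cis* target, which name 1816 different genes, and 1374 of these were listed in the deposited gene table. Table S10 holds 109 pairs of 35 lncRNAs with 93 *trans* targets, of which 54 were listed. Among the *cis* targets tested, 57 of 1077 (5.29%) were differentially expressed in limma, against 1133 of 23255 other genes (4.87%). The odds ratio of 1.09 was not distinguishable from 1 (two-sided Fisher's exact test, p = 0.515). The targets are annotated genes, and against the other annotated genes alone, a background chosen after the values were seen, 918 of 19832 (4.63%) were called and the odds ratio was 1.15 (two-sided Fisher's exact test, p = 0.299). The ratio over all other genes fell below 1 without *nwgl* replicate 1 (0.946) and without *nwgl* replicate 2 (0.950). With the genes of Table S2 in place of the genes called here, 73 *cis* targets were differentially expressed and the odds ratio was 1.37 (two-sided Fisher's exact test, p = 0.0160). Of 30 *trans* targets tested, 2 were called by limma and 4 had an unadjusted p under 0.05. None of the genes of the mapping interval was among the targets.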

In total, 929 annotated target genes for 148 differentially expressed lncRNAs were predicted, of which 906 were *cis*-regulatory and 23 were *trans*-regulatory (Tables S9 and S10). Gene Ontology (GO) terms were identified for the 906 *cis*-regulated target genes (Figure 6b). The top enriched GO terms in the biological process, cellular component, and molecular function categories were organic cyclic compound biosynthetic process (GO: 1901362), nucleus (GO: 0005634), and protein binding (GO: 0005515), respectively (Table S11). In addition, the GO term glycerolipid metabolic process (GO: 0046486) was highly enriched (Table S11). Moreover, the 906 *cis*-regulated target genes were significantly enriched in KEGG pathways, consisting of the pentose phosphate pathway (KEGG ID: ko00030), endocytosis (KEGG ID: ko04144), ribosome (KEGG ID: ko03010), glycolysis/gluconeogenesis (KEGG ID: ko00010), degradation of aromatic compounds (KEGG ID: ko01220), and oxidative phosphorylation (KEGG ID: ko00190) (Table S12). 

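The 64 genes that Table S12 lists in these 6 pathways, with identifiers printed there with a capital I for the letter l, were all expressed highly enough to be tested. None passed the thresholds between *nwgl* and wild-type leaves in limma with Benjamini-Hochberg adjustment, and 2 had an unadjusted p under 0.05. In all, 33 were higher and 31 lower. In the ribosome pathway 19 of 22 genes were lower, with log2 fold changes from -1.05 to 0.17 and a lowest adjusted p of 0.521 in limma, and 0 had an unadjusted p under 0.05. With median-of-ratios scaling or quantile normalization, 2 of these genes were higher in place of 3. In oxidative phosphorylation 10 of 12 genes were higher (11 with quantile normalization), from -0.66 to 0.61, and in endocytosis 9 of 14, from -0.39 to 0.72. *Bol044773*, listed under both glycolysis/gluconeogenesis and degradation of aromatic compounds, had the largest change, -1.99 (standard error 0.61, adjusted p = 0.114 from limma), and did not pass.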

To further analyze the function of differentially expressed lncRNAs, we investigated the co-expression correlation between differentially expressed lncRNAs and their predicted target genes. A total of 206 interaction relationships (111 positive and 95 negative correlations) were discovered between 97 lncRNAs and 163 target genes (Table S13). 

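Tables S9 and S10 give 2617 pairs of an lncRNA and a target gene, and both members of 1936 pairs were listed in the deposited tables. The Spearman coefficient of FPKM over the 6 libraries was computed for each. A coefficient above 0.8 in size was reached by 269 pairs, 162 positive and 107 negative, between 108 lncRNAs and 203 genes. By exact permutation over the 720 orders of the libraries, 101 pairs had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment over all pairs, 0 had an adjusted p under 0.05 (smallest 0.494). The smallest exact p of any pair was 0.00556 in this permutation test. With 6 libraries and 1936 pairs, the adjustment left almost no room for a pair to pass, so the 0 is not evidence against a relation. A threshold of 0.9 lowered the number most, to 74. The libraries fall into the genotypes. A pair whose members both differ between genotypes has a larger coefficient for that reason alone, though not always one past 0.8. A relation within the genotypes was not tested, and 3 libraries of each would give such a test little power. To see how many such pairs arise without any link, each target was replaced by a random gene of similar mean FPKM. In 1000 such draws the number of pairs past 0.8 was 208 on average and between 154 and 255. No draw reached 269 (permutation p = 0.001, the smallest that 1000 draws can give, one-sided). The draws keep which lncRNAs share a target, but not any co-expression between targets that lie next to each other. Of the 206 pairs of Table S13, 66 were past 0.8 here, 60 of them with the sign that Table S13 gives. Over all 206, however, 121 coefficients had the opposite sign here and 58 were equal.

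**Figure D3:**
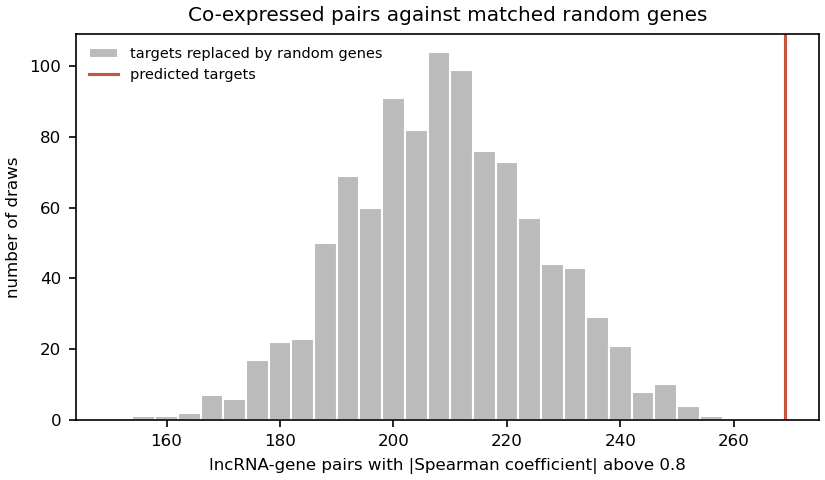
Number of lncRNA-gene pairs with a Spearman coefficient above 0.8 in size in each of 1000 draws in which the targets were replaced by random genes of similar mean FPKM (grey; x axis, number of pairs; y axis, number of draws). The red line marks the 269 pairs with the predicted targets.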

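Of the pairs of Table S13, 5 are drawn in Figure 6c. MSTRG.66579.3, whose FPKM fell in *nwgl* leaves, is paired with *Bol042153*, which rose from 0.518 ± 0.196 to 1.66 ± 1.08 FPKM (SD, n = 3 each). The other 4 lncRNAs were higher in *nwgl* leaves. MSTRG.72772.1 had 0, 0.0165 and 0.285 FPKM in the wild-type replicates and 2.85, 0.906 and 1.55 in the *nwgl* replicates, while its target *Bol008663* went from 0.797 ± 0.319 to 0.505 ± 0.0445 FPKM (SD, n = 3 each). MSTRG.79315.2, MSTRG.64884.1 and MSTRG.76018.3 were listed at 0 in all wild-type libraries. In the *nwgl* replicates MSTRG.79315.2 had 0.422, 0.858 and 0.427 FPKM, MSTRG.64884.1 had 0.312, 0.0763 and 0.475 and MSTRG.76018.3 had 0.0395, 0.214 and 0.0658; the last was too low to be tested. Their targets *Bol019316*, *Bol017046* and *Bol044773* went from 2.04 ± 0.668 to 2.86 ± 0.768, from 2.25 ± 1.22 to 5.89 ± 3.74 and from 2.63 ± 1.41 to 0.605 ± 0.395 FPKM (SD, n = 3 each). None of the 5 target genes was called by limma after Benjamini-Hochberg adjustment; *Bol042153* had an adjusted p of 0.228, *Bol017046* 0.269, *Bol019316* 0.699 and *Bol008663* 0.719. Of the lncRNAs, MSTRG.66579.3, MSTRG.72772.1 and MSTRG.79315.2 were called, the latter pair with adjusted p of 0.0355 and 0.0320 in limma, and neither was called in a fit with a library left out. On FPKM, 1 of the pairs, MSTRG.66579.3 with *Bol042153*, was past 0.8 in size. In 3 of the 5 pairs the coefficient had the opposite sign to that in Table S13.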

Notably, some of the correlated target genes were involved in lipid-related processes, including fatty acid metabolic process, fatty acid beta-oxidation, fatty acid degradation, and fatty acid homeostasis (Figure 6c).

## 3. Discussion

The content of cuticular waxes is an important agronomic trait for cabbage breeding. However, there are only a few reports regarding wax biosynthesis in cabbage [23,24,25,26,27]. The phenotype and characterization of the *nwgl* plants reported here showed that *NWGL* is a factor for cuticular wax biosynthesis in cabbage. The *nwgl* leaf blades exhibited decreased contents of VLCFA, alkanes and primary alcohols, and the abortion of secondary alcohol and ketone (Table 1), indicating that NWGL acted as an major regulator for VLCFA elongation and the two distinct pathways, the alkane-forming and alcohol-forming pathways. The involvement of NWGL in the synthesis of various wax compounds was reconfirmed by the RNA-seq analysis. Firstly, GO and KEGG pathway analysis showed that DEGs between plants exhibiting *nwgl* phenotype and the wild-type were enriched in categories related to wax and lipid synthesis/metabolism (Tables S3–S6). Secondly, nine DEGs which encode proteins involved in VLCFA production, alkane-forming and alcohol-forming pathways of wax biosynthesis are regulated by NWGL (Figure 4c). Thirdly, five of the target genes that were found to be strongly co-expressed with the differentially expressed lncRNAs were annotated to be involved in lipid-related processes (Figure 6c). Collectively, our data suggest that NWGL is involved in multiple wax biosynthetic processes, from upstream fatty acid synthesis to subsequent wax production. 

Our results demonstrated that the glossy phenotype of the *nwgl* plants is determined by a single dominant locus within approximately 99-kb between at004 and the end of chromosome C08 (Figure 3). Therefore, these results indicated that the *NWGL* gene may be an allele of the previously studied *BoGL1* gene [25]. Unfortunately, we failed to identify DNA lesion of *Bol018504* in *nwgl* plants, except its reduced expression abundance and altered DNA methylation level, which was located in the fine mapping region and encodes an alkane-forming enzyme (BoCER1). Previous studies have reported that the *Arabidopsis thaliana* CER1 protein is an essential element of wax alkane synthesis [8,9]. The Arabidopsis *cer1* mutant exhibited a dramatic decrease in alkanes and nearly depleted of secondary alcohols and ketones, accompanied by a slight increase in aldehyde content as compared to wild-type plants [8,34,35,36]. Interestingly, our GC-MS analyses found significant reductions in total wax in *nwgl* leaf blades, especially for C27 and C29 alkanes, and the undetected C28 secondary alcohol and C29 ketone, indicating that *Bol018504* played a critical role in NWGL-regulated cuticular wax biosynthesis. However, we cannot rule out the possibility that other unknown genes within the fine mapping region may be responsible for *NWGL*, which may prove another interesting area for further investigation. For instance, the VLCFA component, which cannot be catalyzed by CER1, also decreased significantly in *nwgl* leaf blades.

The interaction of *NWGL* with other genes was investigated via transcriptome analysis. Based on our RNA-seq data, the expression of nine genes, whose homologs in *Arabidopsis thaliana* are key factors involved in wax biosynthesis, was down-regulated or up-regulated in *nwgl* leaves [8,10,16,37,38]. Except for *Bol018504*, the expression of *Bol013612* was down-regulated in *nwgl* leaves. *Bol013612*, which encodes fatty acyl-CoA reductase, is homologous to *Arabidopsis thaliana CER4* [10]. The wax components of the cabbage *Bol013612* loss-of-function mutant were lacking in primary alcohols and wax esters [27]. Moreover, the *nwgl* leaf blades showed significant reduction in C28 primary alcohol, suggesting that the effect of *NWGL* on wax biosynthesis might require *Bol013612* at the mRNA level. However, the expression levels of five genes, which encode one 3-ketoacyl-CoA synthase (*Bol024192*), another two CER1 proteins (*Bol025251* and *Bol025577*), and two fatty-acyl-CoA reductases (*Bol035700* and *Bol036039*), were up-regulated in *nwgl* leaves. These results indicated that the altering wax amount in the *nwgl* mutant resulted in feedback, causing up-regulation of some genes in fatty acid elongation, alkane-forming, and alcohol-forming pathways of wax biosynthesis. In addition, transcriptional control is considered to be the major mechanism for determining the total wax deposition in *Arabidopsis thaliana* [2]. The remaining two up-regulated genes—*Bol038193* and *Bol038557*—in *nwgl* leaves, which encode AP2-like factors, are 81.2% and 88.0% homologous to *Arabidopsis thaliana* WRI4 transcription factor, respectively. WRI4 is a transcriptional activator and functions in the up-regulation of cuticular wax biosynthesis in Arabidopsis stems [16]. Therefore, these findings suggest that the up-regulated genes in *nwgl* leaves might be controlled by NWGL through WRI4 transcription factor. 

Although the number of known plant lncRNAs is increasing dramatically, the identification of lncRNAs as regulators in cuticular wax biosynthesis in plants is still lacking [22,30,31,32,39,40,41,42,43,44,45,46]. In this study, we identified 148 differentially expressed lncRNAs between plants exhibiting *nwgl* phenotype and wild-type (Figure 6a, Table S8), revealing specific responses of the noncoding transcriptome to cuticular wax loads reduction. The fact that these lncRNAs changed expression pattern in *nwgl* leaves suggested that at least some of them have regulatory roles in wax biosynthesis. LncRNAs can regulate gene expression by *cis-* and *trans-*acting [33]. We predicted the *cis-*regulated and *trans-*regulated target genes of the differentially expressed lncRNAs and performed a co-expression analysis between them to explore the putative regulatory functions of the lncRNAs. Five of the target genes, which were found to be strongly co-expressed with the differentially expressed lncRNAs, were annotated to be involved in lipid-related processes. Unfortunately, we did not find any target genes of the differentially expressed lncRNAs directly involved in cuticular wax biosynthesis. It would be difficult, but worthwhile, to investigate the exact roles of these differentially expressed lncRNAs in cuticular wax biosynthesis. 

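Among the 9 wax genes of Fig. 4b, 1 is named in Table S9: the fatty-acyl-CoA reductase gene *Bol035700* is listed as a *cis* target of MSTRG.84152.1. This lncRNA was singled out after its values were seen. Its FPKM was 0.0704, 0.0519 and 0.125 in the wild-type replicates and 0.8, 1.07 and 1.3 in the *nwgl* replicates, a log2 fold change of 2.66 (adjusted p = 0.0309 from limma with Benjamini-Hochberg adjustment), so that it and *Bol035700* were both higher in *nwgl* leaves. With any library left out, the adjusted p of MSTRG.84152.1 rose above 0.05 while its log2 fold change stayed between 2.51 and 2.83. With a pseudocount of 1 the log2 fold change was 0.92. With the replicate number as a block the adjusted p was 0.0538 in limma, so the lncRNA was not called in that fit either. The Spearman coefficient of MSTRG.84152.1 with *Bol035700* over all libraries was 0.77 (exact permutation p = 0.103), which is not past 0.8. Whether MSTRG.84152.1 and *Bol035700* follow the genotype or each other was not tested, and 3 libraries per genotype would give such a test little power.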

In summary, we fine-mapped the *NWGL* locus underlying the non-wax glossy phenotype in cabbage. Through genome-wide transcriptome studies, we revealed that many protein-coding genes involved in wax biosynthesis were regulated by the *NWGL* gene. Perhaps the most striking finding by this work was genome-wide identification of a set of lncRNAs differentially expressed in plants exhibiting *nwgl* phenotype, and may reveal a more sophisticated molecular regulation mechanism of cuticular wax biosynthesis in cabbage.

## 4. Materials and Methods

### 4.1. Plant Materials

The cabbage (*Brassica oleracea* L. var. *capitata*) plant exhibiting (*non-wax glossy*) *nwgl* phenotype was derived from inbred line G287. Two F_2_ mapping populations were generated by crossing the plant exhibiting *nwgl* phenotype with inbred line G306 or G274, respectively. Cabbage plants were cultivated in the experimental field at the Shanghai Academy of Agricultural Sciences (Shanghai, China) during the natural growing season.

### 4.2. Cryo-scanning Electron Microscopy (Cryo-SEM)

Fresh leaf samples from *nwgl* and wild-type plants were fixed in specimen holders of a Hitachi S4800 cryo-transfer system (Hitachi, Tokyo, Japan) with glue, immediately frozen with liquid nitrogen. The samples were transferred to a preparation chamber under vacuum for coating. Photographs of the sample surface were taken using its carrying camera.

### 4.3. Cuticular Wax Analysis

For the wax composition studies, cabbage rosette leaf segments were collected at the harvesting stage and immersed in liquid nitrogen for storage. For wax extraction, 200–400 mg of freeze-dried samples were dipped into 15 mL n-hexane for 30 s at 60 °C and dried under a stream of nitrogen. By adding 100 μL n-hexane, 100 μL N,O-bis (trimethylsilyl) fluoroacetamide (BSTFA), and 2 μL n-tetracosane (20 mg/mL) as an internal standard, samples were shocked for 1 min and subsequently incubated for 30 min at 90 °C. These derivatized samples were then analyzed with an Agilent 7890B-5977B GC-MS (Agilent, Santa Clara, CA, USA).

### 4.4. Fine Mapping of NWGL

Genomic DNA was isolated from young seedlings with normal phenotype. The *NWGL* gene was first mapped to the end of chromosome C08 using 46 F_2_ normal individuals selected from G306×*nwgl* or G274×*nwgl*, respectively. A total of 706 recessive normal individuals selected from the F_2_ population G274×*nwgl* were used for fine mapping. To identify candidate genes, the corresponding DNA fragments were amplified from both *nwgl* and wild-type plants and sequenced. The primer sequences are listed in Table S14.

### 4.5. RNA Isolation, Library Construction and Illumina Sequencing

Total RNA was extracted from collected leaves of *nwgl* and WT plants at harvesting stage using RNAprep Pure Plant kit (Polysaccarides&Polyphenolics-rich) (Tiangen, Beijing, China) according to the manufacturer’s instructions. RNA yield and purity were measured using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). RNA integrity was assessed with an Agilent 2100 Bioanalyser (Agilent, Santa Clara, CA, USA). Six cDNA libraries (three biological replicates per genotype) were constructed using NEBNextUltra^TM^ Directional RNA library Prep kit (NEB, Ipswich, MA, USA) for Illumina (Illumina, San Diego, CA, USA). RNA sequencing was performed by IlluminaHiSeq platform by Biomarker Technologies Co. Ltd. (Biomarker, Beijing, China).

### 4.6. Read Mapping and Transcriptome Assembly

Raw data were filtered using inhouse perl scripts available with Biomarker Technologies Co. Ltd. (Biomarker, Beijing, China). In total, 163.35 Gb clean data were generated from six libraries (on average, more than 26.48 Gb clean data for each sample). Clean reads were aligned to the cabbage genome (www.ocri-genomics.org/bolbase, accessed on: 13 July 2018) using HISAT 2 [47]. The mapped reads were assembled using the StringTie with gff compare program annotation [48]. The raw data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on: 28 April 2019) and the GEO accession number is GSE130405.

### 4.7. Identification of lncRNAs

The unknown transcripts were used for putative lncRNA identification. The lncRNAs candidates were identified followed rigorous criteria: (1) The transcripts length must be ≥200 bp; (2) The transcripts must be with two or more exons; (3) The transcripts must be with FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) value ≥0.1. Then, the predicted lncRNAs were further screened using four computational approaches, including CPC, CNCI, Pfam and CPAT to ensure that the lncRNAs did not have protein-coding ability [49,50,51,52].

### 4.8. Analysis of Differential Expression of Genes and lncRNAs

Genes and lncRNAs expression level was estimated by calculating FPKM values using StringTie (v1.3.1) [48]. Differentially expressed genes and lncRNAs were identified using the DESeq R package (v1.10.1) with ∣log_2_(fold change)∣≥1 and a false discovery rate (FDR) <0.05. The FPKM values of genes and lncRNAs have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on: 28 April 2019) and the GEO accession number is GSE130405.

### 4.9. Target Gene Prediction of lncRNAs

The neighboring genes within 100 Kb upstream and downstream of lncRNAs on the genome were considered as potential *cis-*regulated target genes. The *trans-*regulated target genes were searched using LncTar software based on mRNA sequence complementary and RNA duplex energy prediction [53].

### 4.10. Functional Enrichment Analysis

For all the differentially expressed genes (DEGs) and *cis-*regulated target genes of differentially expressed lncRNAs, Gene Ontology (GO) was analyzed using topGO R packages and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was carried out using the KOBAS software [54,55]. Significant enriched Go terms and KEGG pathways were identified with *p* value < 0.05.

### 4.11. Co-expression Analysis

We calculated the Spearman correlation coefficients between the expression levels of differentially expressed lncRNAs and their target genes to analyze their co-expression.

### 4.12. McrBC-, HpaⅡ, MspⅠ-PCR

*Mcr*BC is an endonuclease which cleaves DNA containing methylcytosine and doesnot act upon unmethylated DNA. However, *Mcr*BC cannot recognize *Hpa*Ⅱ/*Msp*Ⅰ endonuclease sites (CCGG) in which the internal cytosine is methylated. For *Mcr*BC, *Hpa*Ⅱ, *Msp*Ⅰ-PCR analysis of *Bol018504*, 1000 ng of genomic DNA was digested using 20 units of the three endonucleases, respectively. The volume of enzyme reaction mixes was 50 μL. The reaction time was 0, 0.5, 3, and 8 h for *Mcr*BC digestion, but 0, and 3 h for *Hpa*Ⅱ and *Msp*Ⅰ digestion. The digested DNAs were used for PCR amplification, and the products were isolated by agarose gel electrophoresis. 

## Figures and Tables

**Figure 1:**
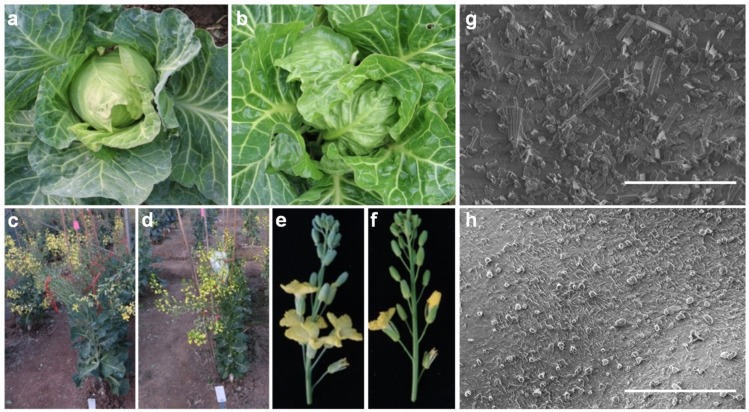
Phenotypes of wild-type and *nwgl* plants. The leaf appearance of wild-type (**a**) and *nwgl* plants (**b**) at the head harvesting stage. Wild-type (**c**) and *nwgl* (**d**) plants at the flowering stage. (**e**) Wild-type flowers. (**f**) *nwgl* flowers. Cuticular wax crystals formed on adaxial surface of the wild-type (**g**) and *nwgl* (**h**) leaf blades visualized by cryo-scanning electron microscopy. Bar = 10 μm in (**g**) and (**h**).

**Figure 2:**
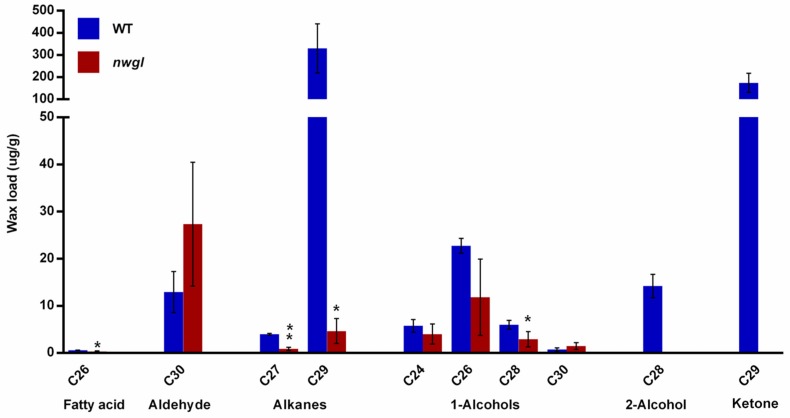
Cuticular wax composition in leaves from wild-type and *nwgl* plants. Error bars indicate SD (*n* = 3). * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
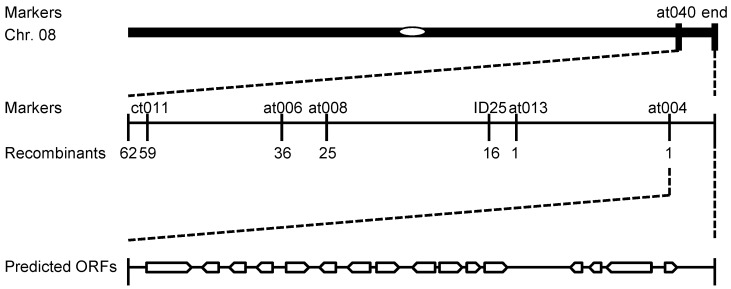
Fine mapping of *NWGL*. The *NWGL* locus was mapped onto chromosome C08. Molecular markers and ORFs in the mapping region are shown.

**Figure 4:**
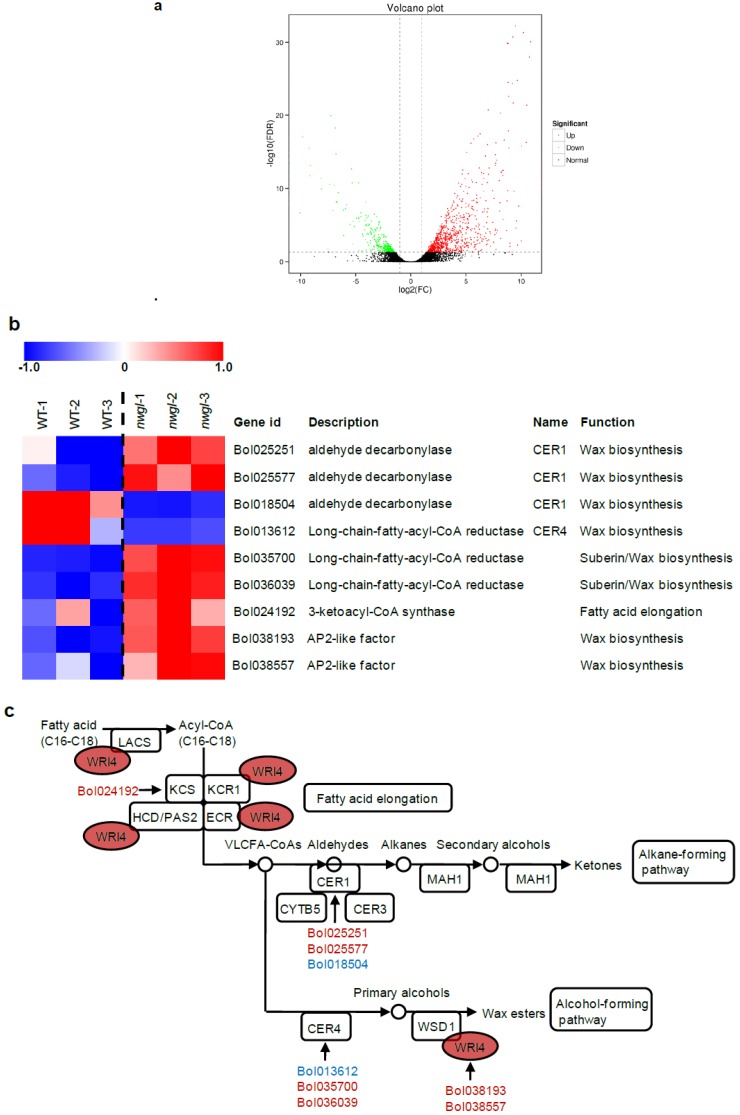
Analysis of DEGs in the RNA-seq libraries. (**a**) Volcano plot showing significant DEGs. Red and green dots represent up and down-regulated DEGs, respectively (FDR <0.05). Black dots are genes that were not differently expressed. (**b**) Gene expression of DEGs involved in wax biosynthesis. The data are shown in base 2 logarithmic form (log2 FPKM). Three biological replicates of wild-type (WT) and *nwgl* leaves are exhibited. (**c**) Simplified pathways for wax biosynthesis. LACS, long chain acyl-CoA synthetase; KCS, β-ketoacyl-CoA synthase; KCR, β-ketoacyl-CoA reductase; HCD/PAS2, β-hydroxyacyl-CoA dehydratase; ECR, enoyl-CoA reductase; CER, ECERIFERUM; CYTB5, cytochrome b5 isoform; MAH, mid-chain alkane hydroxylase; WSD, wax synthase/diacylglycerol acyltransferase; WRI4, WRINKLED4. Down-regulated and up-regulated genes in *nwgl* vs. wild-type plants are marked in green and red color, respectively.

**Figure 5:**
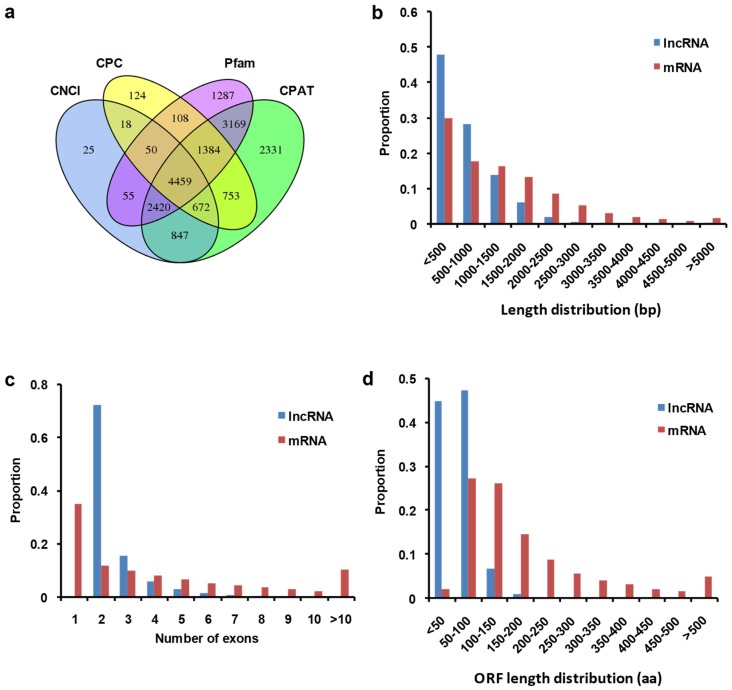
Characteristics of lncRNAs identified in cabbage. (**a**) The 4459 lncRNAs in cabbage were identified by an intersection of results obtained via three softwares CNCI (Coding-Non-Coding Index), CPC (Coding Potential Calculator), CPAT (Coding Potential Assessment Tool) and a protein database Pfam analysis. (**b**) Length distribution (base pair, bp) of lncRNAs and mRNAs. (**c**) Exon number in lncRNAs and mRNAs. (**d**) ORF length in amino acids (aa) of lncRNAs and mRNAs.

**Figure 6:**
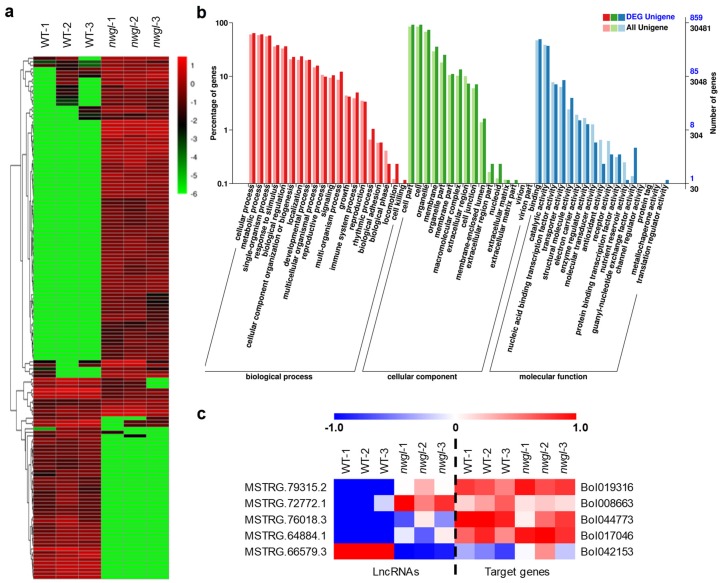
Differentially expressed lncRNAs in *nwgl* vs. wild-type plants. (**a**) Hierarchical clustering analysis of the differentially expressed lncRNAs. The data are expressed in base 10 logarithmic form (log10 FPKM+0.000001). (**b**) GO classification of 906 *cis*-regulated target genes of differentially expressed lncRNAs. (**c**) The co-expression differentially expressed lncRNAs and target genes involved in lipid-related processes. The data are exhibited in base 2 logarithmic form (log2 FPKM). Three biological replicates of wild-type (WT) and *nwgl* plants are shown.

**Table 1:** Cuticular wax composition of leaf blades from wild-type and *nwgl* plants.

Components	Wild-type (μg/g)	*nwgl* (μg/g)
Fatty acid	0.59 ± 0.04	0.32 ± 0.14 *
Aldehyde	12.93 ± 4.33	27.33 ± 13.15
Alkanes	334.36 ± 110.66	5.52 ± 2.97 *
1-Alcohols	35.19 ± 2.74	20.23 ± 12.52
2-Alcohol	14.20 ± 2.49	-
Ketone	174.06 ± 43.09	-
Total	571.33 ± 152.22	53.40 ± 28.31 **

Data are mean ± SD (*n* = 3). * *p* < 0.05, ** *p* < 0.01; Student’s *t*-test.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/11/2820/s1.

# Supplementary material for: Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (Brassica oleracea L. var. capitata)
**Source:** Int J Mol Sci. 2019 Jun 10;20(11):2820. doi: 10.3390/ijms20112820
**Supplement:** Supplementary file 1

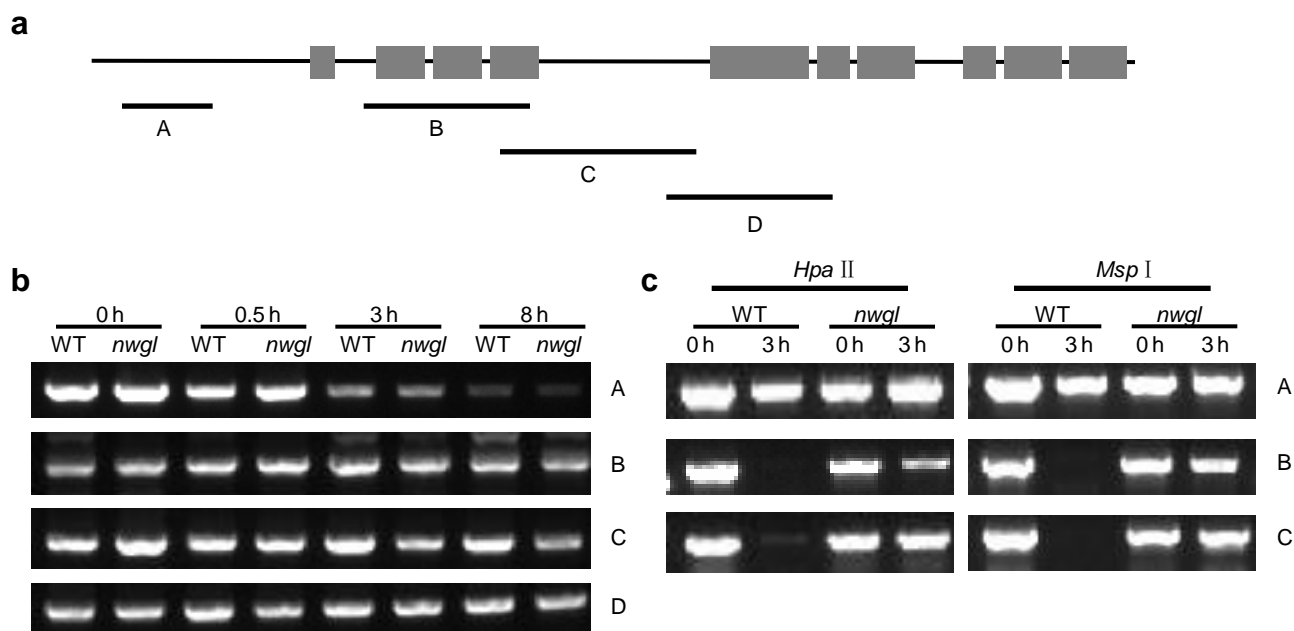

Figure S1. Investigation of methylation level of the *Bol018504* gene in *nwgl* vs. wild-type (WT) plant. (a) Schematic drawing of *Bol018504*. Exons are exhibited as gray boxes, introns and intergenic sequences are exhibited as black lines. Different fragments for the *McrBC*- (A to D), *Hpa* II, *Msp* I -PCR (A to C) are shown. (b) *McrBC*-PCR analysis of DNA methylation of *Bol018504*. (c) *Hpa* II, *Msp* I -PCR analysis of DNA methylation of *Bol018504*.

# Supplementary material for: Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (Brassica oleracea L. var. capitata)
**Source:** Int J Mol Sci. 2019 Jun 10;20(11):2820. doi: 10.3390/ijms20112820
**Supplement:** Supplementary file 1

Table S1. The gene information in fine mapping region.

| Gene      | Genome version | Physical position | Direction | Gene function annotation                                                                                                                                        |
|-----------|----------------|-------------------|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Bol018493 | Bolbase V1.0   | 41430496-41443238 | forward   | CCR4-Not complex component, Not 1                                                                                                                               |
| Bol018494 | Bolbase V1.0   | 41449514-41449945 | reverse   | There are no functional annotations for this locus                                                                                                              |
| Bol018495 | Bolbase V1.0   | 41450955-41451599 | reverse   | There are no functional annotations for this locus                                                                                                              |
| Bol018496 | Bolbase V1.0   | 41452950-41453576 | reverse   | There are no functional annotations for this locus                                                                                                              |
| Bol018497 | Bolbase V1.0   | 41454192-41456273 | forward   | Replication factor A1                                                                                                                                           |
| Bol018498 | Bolbase V1.0   | 41462690-41463310 | reverse   | F-box domain                                                                                                                                                    |
| Bol018499 | Bolbase V1.0   | 41465015-41467031 | reverse   | COP9 signalosome complex subunit 7                                                                                                                              |
| Bol018500 | Bolbase V1.0   | 41467343-41469492 | forward   | [Phosphatase 2A protein]-leucine-carboxy methyltransferase / Leucine carboxy methyltransferase-1                                                                |
| Bol018501 | Bolbase V1.0   | 41471028-41473980 | reverse   | Mago nashi protein, Ras-related protein Rab-1A, ADP-ribosylation factor family, GTPase Rab1/YPT1, small G protein superfamily, and related GTP-binding proteins |
| Bol018502 | Bolbase V1.0   | 41474208-41476458 | forward   | Dolichyl-P-Man:Man(7)GlcNAc(2)-PP-dolichol alpha-1,6-mannosyltransferase / Dolichyl-PMan:Man(7) GlcNAc (2)-PP-dolichyl alpha-6-mannosyltransferase              |
| Bol018503 | Bolbase V1.0   | 41478952-41479516 | forward   | Arabidopsis proteins of ECERIFERUM1-LIKE1, fatty acid hydroxylase superfamily                                                                                   |
| Bol018504 | Bolbase V1.0   | 41482385-41485735 | forward   | Aldehyde decarbonylase, fatty acid hydroxylase superfamily, wax2 C-terminal domain                                                                              |
| Bol018505 | Bolbase V1.0   | 41496061-41496579 | reverse   | There are no functional annotations for this locus                                                                                                              |
| Bol018506 | Bolbase V1.0   | 41504295-41505063 | reverse   | Copper transport protein ATOX1-related, ATP6-LIKE protein-related                                                                                               |
| Bol018507 | Bolbase V1.0   | 41507930-41514273 | reverse   | Glutathione peroxidase 4-related, reactive oxygen species degradation                                                                                           |
| Bol018508 | Bolbase V1.0   | 41507979-41508521 | forward   | There are no functional annotations for this locus                                                                                                              |

# Supplementary material for: Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (Brassica oleracea L. var. capitata)
**Source:** Int J Mol Sci. 2019 Jun 10;20(11):2820. doi: 10.3390/ijms20112820
**Supplement:** Supplementary file 1

Table S10. The *trans*-regulated target genes of differentially expressed lncRNAs between *nwgl* and wild-type samples.

| LncRNA ID      | Target genes                                                                                                                                              |
|----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| MSTRG.84276.1  | Bol016968;Bol019540                                                                                                                                       |
| MSTRG.81531.2  | Bol036106                                                                                                                                                 |
| MSTRG.84276.6  | Bol016968;Bol019540                                                                                                                                       |
| MSTRG.52331.1  | Bol030628                                                                                                                                                 |
| MSTRG.67492.6  | Bol039654;Bol045633                                                                                                                                       |
| MSTRG.37172.1  | Bol035775                                                                                                                                                 |
| MSTRG.20145.1  | Bol028016;Bol030273                                                                                                                                       |
| MSTRG.81713.17 | Bol027229                                                                                                                                                 |
| MSTRG.82085.5  | Bol042484;Bol027991                                                                                                                                       |
| MSTRG.63944.1  | Bol045154;Bol028371;Bol012694;Bol037706;Bol022908                                                                                                         |
| MSTRG.79055.1  | Bol036183;Bol016429;Bol022388;Bol045760;Bol037933;Bol041483                                                                                               |
| MSTRG.24730.2  | Bol032339                                                                                                                                                 |
| MSTRG.82076.6  | Bol030273;Bol028016                                                                                                                                       |
| MSTRG.16553.2  | Bol027007;Bol006860;Bol043199;Bol022720;Bol017327;Bol013370;Bol010855;Bol040314;Bol042465;Bol026701;Bol022973;Bol010743;<br>Bol034905;Bol020177;Bol036577 |
| MSTRG.84152.1  | Bol036035                                                                                                                                                 |
| MSTRG.15679.1  | Bol019375;Bol011136                                                                                                                                       |
| MSTRG.49742.1  | Bol041824;Bol018885;Bol022243;Bol014339;Bol027254;Bol041538;Bol028550;Bol043220;Bol004973;Bol013117;Bol007209;Bol044473;<br>Bol033512;Bol038366           |
| MSTRG.81713.9  | Bol033640;Bol027229                                                                                                                                       |
| MSTRG.81713.24 | Bol033640                                                                                                                                                 |
| MSTRG.82076.5  | Bol030273;Bol028016                                                                                                                                       |
| MSTRG.3278.2   | Bol025255;Bol031406;Bol025100;Bol044920;Bol036030;Bol016415;Bol007151;Bol022010;Bol032139;Bol016968;Bol038010;Bol009303;<br>Bol017725;Bol035134;Bol029007 |

|                |                                                                                 |
|----------------|---------------------------------------------------------------------------------|
| MSTRG.83634.13 | Bol005793                                                                       |
| MSTRG.34912.2  | Bol043329;Bol006117;Bol045760;Bol026203;Bol021609;Bol021538;Bol010389           |
| MSTRG.6596.2   | Bol024038                                                                       |
| MSTRG.82076.4  | Bol030273;Bol028016                                                             |
| MSTRG.15660.1  | Bol042751;Bol017172;Bol004692;Bol024014;Bol016545;Bol017320;Bol043676;Bol035914 |
| MSTRG.6244.5   | Bol030155                                                                       |
| MSTRG.71533.1  | Bol019759                                                                       |
| MSTRG.21778.6  | Bol036667                                                                       |
| MSTRG.83634.10 | Bol005793                                                                       |
| MSTRG.63786.1  | Bol040358;Bol027347                                                             |
| MSTRG.14102.3  | Bol020846                                                                       |
| MSTRG.81713.23 | Bol027229                                                                       |
| MSTRG.6244.7   | Bol030155                                                                       |
| MSTRG.81713.18 | Bol027229                                                                       |

---

# Supplementary material for: Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (Brassica oleracea L. var. capitata)
**Source:** Int J Mol Sci. 2019 Jun 10;20(11):2820. doi: 10.3390/ijms20112820
**Supplement:** Supplementary file 1

Table S11. The significant GO terms for *cis*-regulatory target genes of differentially expressed lncRNAs between *nwgl* and wild-type samples.

| GO ID      | GO Term                                                 | Go Ontology        | Number of Go annotated genes in cluster | Total number of GO annotated genes in cabbage whole genome | P value |
|------------|---------------------------------------------------------|--------------------|-----------------------------------------|------------------------------------------------------------|---------|
| GO:1901362 | organic cyclic compound biosynthetic process            | Biological process | 19                                      | 6061                                                       | 0.00056 |
| GO:0019438 | aromatic compound biosynthetic process                  | Biological process | 17                                      | 5669                                                       | 0.00102 |
| GO:0009909 | regulation of flower development                        | Biological process | 2                                       | 639                                                        | 0.00164 |
| GO:0044267 | cellular protein metabolic process                      | Biological process | 11                                      | 5798                                                       | 0.0021  |
| GO:0010162 | seed dormancy process                                   | Biological process | 1                                       | 315                                                        | 0.0023  |
| GO:0045893 | positive regulation of transcription, DNA-templated     | Biological process | 2                                       | 778                                                        | 0.00306 |
| GO:0018130 | heterocycle biosynthetic process                        | Biological process | 15                                      | 5277                                                       | 0.00389 |
| GO:1903047 | mitotic cell cycle process                              | Biological process | 1                                       | 498                                                        | 0.00449 |
| GO:0048731 | system development                                      | Biological process | 13                                      | 4885                                                       | 0.00464 |
| GO:0009653 | anatomical structure morphogenesis                      | Biological process | 4                                       | 3136                                                       | 0.00478 |
| GO:0048645 | organ formation                                         | Biological process | 1                                       | 398                                                        | 0.00485 |
| GO:0044271 | cellular nitrogen compound biosynthetic process         | Biological process | 15                                      | 5209                                                       | 0.005   |
| GO:0016569 | covalent chromatin modification                         | Biological process | 2                                       | 746                                                        | 0.00581 |
| GO:0006342 | chromatin silencing                                     | Biological process | 1                                       | 444                                                        | 0.0059  |
| GO:0042537 | benzene-containing compound metabolic process           | Biological process | 2                                       | 520                                                        | 0.00614 |
| GO:0034470 | ncRNA processing                                        | Biological process | 1                                       | 520                                                        | 0.00628 |
| GO:0010228 | vegetative to reproductive phase transition of meristem | Biological process | 1                                       | 808                                                        | 0.00651 |
| GO:0098662 | inorganic cation transmembrane transport                | Biological process | 1                                       | 325                                                        | 0.00701 |
| GO:0009699 | phenylpropanoid biosynthetic process                    | Biological process | 1                                       | 292                                                        | 0.0079  |
| GO:0006479 | protein methylation                                     | Biological process | 1                                       | 538                                                        | 0.00816 |
| GO:0051171 | regulation of nitrogen compound metabolic process       | Biological process | 13                                      | 3973                                                       | 0.00833 |
| GO:0080090 | regulation of primary metabolic process                 | Biological process | 14                                      | 4611                                                       | 0.00834 |

|            |                                                                |                    |    |      |         |
|------------|----------------------------------------------------------------|--------------------|----|------|---------|
| GO:2000112 | regulation of cellular macromolecule biosynthetic process      | Biological process | 14 | 3888 | 0.00869 |
| GO:0030001 | metal ion transport                                            | Biological process | 1  | 1082 | 0.00893 |
| GO:0043086 | negative regulation of catalytic activity                      | Biological process | 2  | 280  | 0.00988 |
| GO:0044281 | small molecule metabolic process                               | Biological process | 11 | 5596 | 0.01002 |
| GO:0019219 | regulation of nucleobase-containing compound metabolic process | Biological process | 13 | 3915 | 0.01047 |
| GO:1902410 | mitotic cytokinetic process                                    | Biological process | 1  | 362  | 0.01063 |
| GO:0000911 | cytokinesis by cell plate formation                            | Biological process | 1  | 362  | 0.01063 |
| GO:0000281 | mitotic cytokinesis                                            | Biological process | 1  | 362  | 0.01063 |
| GO:0048513 | organ development                                              | Biological process | 10 | 3476 | 0.01126 |
| GO:0034645 | cellular macromolecule biosynthetic process                    | Biological process | 16 | 6438 | 0.01146 |
| GO:0061640 | cytoskeleton-dependent cytokinesis                             | Biological process | 1  | 699  | 0.01156 |
| GO:0006396 | RNA processing                                                 | Biological process | 3  | 1403 | 0.01185 |
| GO:1900673 | olefin metabolic process                                       | Biological process | 1  | 203  | 0.01229 |
| GO:1900674 | olefin biosynthetic process                                    | Biological process | 1  | 203  | 0.01229 |
| GO:0043450 | alkene biosynthetic process                                    | Biological process | 1  | 203  | 0.01229 |
| GO:0009692 | ethylene metabolic process                                     | Biological process | 1  | 203  | 0.01229 |
| GO:0009693 | ethylene biosynthetic process                                  | Biological process | 1  | 203  | 0.01229 |
| GO:0043449 | cellular alkene metabolic process                              | Biological process | 1  | 203  | 0.01229 |
| GO:0000910 | cytokinesis                                                    | Biological process | 1  | 739  | 0.01314 |
| GO:0005975 | carbohydrate metabolic process                                 | Biological process | 8  | 3346 | 0.01325 |
| GO:0009059 | macromolecule biosynthetic process                             | Biological process | 16 | 6602 | 0.01351 |
| GO:0048507 | meristem development                                           | Biological process | 3  | 956  | 0.01368 |
| GO:0006928 | cellular component movement                                    | Biological process | 1  | 219  | 0.01378 |
| GO:0032506 | cytokinetic process                                            | Biological process | 1  | 370  | 0.01408 |
| GO:0015740 | C4-dicarboxylate transport                                     | Biological process | 1  | 24   | 0.01479 |

|            |                                                     |                    |    |      |         |
|------------|-----------------------------------------------------|--------------------|----|------|---------|
| GO:0015743 | malate transport                                    | Biological process | 1  | 24   | 0.01479 |
| GO:0009697 | salicylic acid biosynthetic process                 | Biological process | 2  | 420  | 0.01492 |
| GO:1901659 | glycosyl compound biosynthetic process              | Biological process | 1  | 493  | 0.01498 |
| GO:0016571 | histone methylation                                 | Biological process | 1  | 523  | 0.01516 |
| GO:0034654 | nucleobase-containing compound biosynthetic process | Biological process | 13 | 4621 | 0.01601 |
| GO:0016052 | carbohydrate catabolic process                      | Biological process | 1  | 1123 | 0.01616 |
| GO:0009056 | catabolic process                                   | Biological process | 6  | 4089 | 0.01695 |
| GO:0010467 | gene expression                                     | Biological process | 15 | 6016 | 0.01734 |
| GO:0010038 | response to metal ion                               | Biological process | 3  | 1295 | 0.0185  |
| GO:1901657 | glycosyl compound metabolic process                 | Biological process | 1  | 1300 | 0.01989 |
| GO:0009410 | response to xenobiotic stimulus                     | Biological process | 1  | 137  | 0.02078 |
| GO:0009698 | phenylpropanoid metabolic process                   | Biological process | 1  | 402  | 0.0209  |
| GO:0032774 | RNA biosynthetic process                            | Biological process | 13 | 3984 | 0.02155 |
| GO:0090351 | seedling development                                | Biological process | 2  | 480  | 0.02252 |
| GO:0048827 | phyllome development                                | Biological process | 5  | 1511 | 0.0236  |
| GO:0006355 | regulation of transcription, DNA-templated          | Biological process | 13 | 3636 | 0.02435 |
| GO:2001141 | regulation of RNA biosynthetic process              | Biological process | 13 | 3636 | 0.02435 |
| GO:0006351 | transcription, DNA-templated                        | Biological process | 13 | 3981 | 0.02469 |
| GO:0046189 | phenol-containing compound biosynthetic process     | Biological process | 2  | 438  | 0.02521 |
| GO:0010039 | response to iron ion                                | Biological process | 1  | 92   | 0.02644 |
| GO:0009887 | organ morphogenesis                                 | Biological process | 2  | 925  | 0.02858 |
| GO:0018958 | phenol-containing compound metabolic process        | Biological process | 2  | 464  | 0.02915 |
| GO:0010468 | regulation of gene expression                       | Biological process | 14 | 4107 | 0.02958 |
| GO:0048563 | post-embryonic organ morphogenesis                  | Biological process | 1  | 329  | 0.02973 |
| GO:0048444 | floral organ morphogenesis                          | Biological process | 1  | 329  | 0.02973 |
| GO:0042343 | indole glucosinolate metabolic process              | Biological process | 1  | 44   | 0.0302  |

|            |                                                |                    |    |      |         |
|------------|------------------------------------------------|--------------------|----|------|---------|
| GO:0009696 | salicylic acid metabolic process               | Biological process | 2  | 442  | 0.03147 |
| GO:0016070 | RNA metabolic process                          | Biological process | 15 | 5603 | 0.03151 |
| GO:0032787 | monocarboxylic acid metabolic process          | Biological process | 8  | 2547 | 0.03188 |
| GO:0044723 | single-organism carbohydrate metabolic process | Biological process | 5  | 2679 | 0.03227 |
| GO:0016144 | S-glycoside biosynthetic process               | Biological process | 1  | 318  | 0.03229 |
| GO:0019761 | glucosinolate biosynthetic process             | Biological process | 1  | 318  | 0.03229 |
| GO:0019758 | glycosinolate biosynthetic process             | Biological process | 1  | 318  | 0.03229 |
| GO:0016570 | histone modification                           | Biological process | 1  | 643  | 0.03299 |
| GO:0007389 | pattern specification process                  | Biological process | 3  | 659  | 0.03307 |
| GO:0051252 | regulation of RNA metabolic process            | Biological process | 13 | 3648 | 0.03451 |
| GO:1901135 | carbohydrate derivative metabolic process      | Biological process | 3  | 2570 | 0.03543 |
| GO:0010218 | response to far red light                      | Biological process | 2  | 181  | 0.03646 |
| GO:0048829 | root cap development                           | Biological process | 1  | 28   | 0.03909 |
| GO:0048509 | regulation of meristem development             | Biological process | 1  | 420  | 0.03918 |
| GO:0010073 | meristem maintenance                           | Biological process | 2  | 548  | 0.03943 |
| GO:0048367 | shoot system development                       | Biological process | 6  | 2423 | 0.04051 |
| GO:0048193 | Golgi vesicle transport                        | Biological process | 1  | 670  | 0.04058 |
| GO:0030048 | actin filament-based movement                  | Biological process | 1  | 128  | 0.0409  |
| GO:0098656 | anion transmembrane transport                  | Biological process | 1  | 139  | 0.04091 |
| GO:0008380 | RNA splicing                                   | Biological process | 1  | 471  | 0.04222 |
| GO:0046486 | glycerolipid metabolic process                 | Biological process | 1  | 447  | 0.04254 |
| GO:0034220 | ion transmembrane transport                    | Biological process | 3  | 529  | 0.04281 |
| GO:0009886 | post-embryonic morphogenesis                   | Biological process | 4  | 807  | 0.04323 |
| GO:1901616 | organic hydroxy compound catabolic process     | Biological process | 1  | 74   | 0.04434 |
| GO:0043543 | protein acylation                              | Biological process | 1  | 307  | 0.0464  |
| GO:0044085 | cellular component biogenesis                  | Biological process | 2  | 2574 | 0.04662 |

|            |                                                             |                    |    |       |          |
|------------|-------------------------------------------------------------|--------------------|----|-------|----------|
| GO:0006364 | rRNA processing                                             | Biological process | 1  | 426   | 0.04705  |
| GO:0009651 | response to salt stress                                     | Biological process | 5  | 1625  | 0.04767  |
| GO:1901698 | response to nitrogen compound                               | Biological process | 6  | 1566  | 0.04799  |
| GO:0009723 | response to ethylene                                        | Biological process | 3  | 696   | 0.04819  |
| GO:0005634 | nucleus                                                     | Cellular Component | 21 | 11418 | 0.0056   |
| GO:0005856 | cytoskeleton                                                | Cellular Component | 1  | 412   | 0.0294   |
| GO:0005515 | protein binding                                             | Molecular Function | 16 | 4532  | 1.70E-05 |
| GO:0003700 | sequence-specific DNA binding transcription factor activity | Molecular Function | 9  | 2365  | 0.00337  |
| GO:0015197 | peptide transporter activity                                | Molecular Function | 1  | 44    | 0.00341  |
| GO:0003677 | DNA binding                                                 | Molecular Function | 9  | 2695  | 0.00672  |
| GO:0004175 | endopeptidase activity                                      | Molecular Function | 1  | 370   | 0.01174  |
| GO:0015198 | oligopeptide transporter activity                           | Molecular Function | 1  | 34    | 0.01427  |
| GO:0004252 | serine-type endopeptidase activity                          | Molecular Function | 1  | 129   | 0.01462  |
| GO:0020037 | heme binding                                                | Molecular Function | 1  | 409   | 0.01834  |
| GO:0043565 | sequence-specific DNA binding                               | Molecular Function | 2  | 564   | 0.02594  |
| GO:0004712 | protein serine/threonine/tyrosine kinase activity           | Molecular Function | 1  | 82    | 0.02795  |
| GO:0003779 | actin binding                                               | Molecular Function | 2  | 129   | 0.02915  |
| GO:0008092 | cytoskeletal protein binding                                | Molecular Function | 2  | 292   | 0.02976  |
| GO:0005381 | iron ion transmembrane transporter activity                 | Molecular Function | 1  | 21    | 0.04625  |
| GO:0042802 | identical protein binding                                   | Molecular Function | 2  | 380   | 0.04746  |
| GO:0008324 | cation transmembrane transporter activity                   | Molecular Function | 2  | 737   | 0.04855  |

---

# Supplementary material for: Genome-Wide Analysis of Coding and Long Non-Coding RNAs Involved in Cuticular Wax Biosynthesis in Cabbage (Brassica oleracea L. var. capitata)
**Source:** Int J Mol Sci. 2019 Jun 10;20(11):2820. doi: 10.3390/ijms20112820
**Supplement:** Supplementary file 1

Table S12. Functional enrichment analysis for *cis*-regulated target genes of differentially expressed lncRNAs bwtween *mugl* and wild-type samples based on KEGG metabolic pathways.

| KEGG ID | KEGG pathway                      | Number of KEGG annotated genes in cluster | Total number of KEGG annotated genes in cabbage whole genome | P value     | gene                                                                                                                                                                                                                        |
|---------|-----------------------------------|-------------------------------------------|--------------------------------------------------------------|-------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ko00030 | Pentose phosphate pathway         | 9                                         | 77                                                           | 0.000145153 | BoI014834;BoI014835;BoI014852;BoI022230;BoI025079;BoI025168;BoI027442;BoI032220;BoI043460                                                                                                                                   |
| ko04144 | Endocytosis                       | 14                                        | 198                                                          | 0.000552854 | BoI008666;BoI009378;BoI012097;BoI022060;BoI025141;BoI025647;BoI029613;BoI038852;BoI039247;BoI043548;BoI043549;BoI043675;BoI043759;BoI045856                                                                                 |
| ko03010 | Ribosome                          | 22                                        | 509                                                          | 0.011025865 | BoI009313;BoI009384;BoI014842;BoI016098;BoI017042;BoI017267;BoI020097;BoI023249;BoI025146;BoI025158;BoI025650;BoI026085;BoI028739;BoI029383;BoI030275;BoI032335;BoI032858;BoI036551;BoI042926;BoI042927;BoI043135;BoI044778 |
| ko00010 | Glycolysis / Gluconeogenesis      | 10                                        | 172                                                          | 0.013070961 | BoI008679;BoI014852;BoI016436;BoI021928;BoI025079;BoI025168;BoI030263;BoI038918;BoI043779;BoI044773                                                                                                                         |
| ko01220 | Degradation of aromatic compounds | 2                                         | 9                                                            | 0.021040719 | BoI016436;BoI044773                                                                                                                                                                                                         |
| ko00190 | Oxidative phosphorylation         | 12                                        | 246                                                          | 0.024578621 | BoI009394;BoI019295;BoI025064;BoI025136;BoI025645;BoI032215;BoI032937;BoI043546;BoI043739;BoI043770;BoI043771;BoI043784                                                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

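Leaves of 3 wild-type and 3 *nwgl* plants at the harvesting stage gave 6 RNA-seq libraries, a replicate number standing for a separate plant sample. The authors filtered the reads, aligned them to the cabbage genome (Bolbase V1.0) with HISAT2, assembled them with StringTie, and deposited FPKM values, for 31497 genes and new loci in one table and for 4459 lncRNA transcripts in another. The column names give the genotype and replicate of every library, and all 6 were used. Both tables hold values that are not whole numbers, and their sums differ between libraries, so they are neither counts nor scaled to a common total. FPKM corrects for transcript length and for the fragments of a library, but not for a few genes that take a large share of them. The read counts that the paper's DESeq analysis used are not in these tables, and neither are transcript lengths, exon numbers or gene names, so GO and KEGG enrichment, lncRNA lengths and the classes of lncRNAs were not analysed here. The lists of Tables S1, S2, S5, S6, S8 to S10, S12 and S13 were taken from the supplement.

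Genes and lncRNAs were fitted separately with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1), with lmFit and eBayes (trend on, not robust). eBayes robust needs statmod 1.5.0. Only features with a mean FPKM of at least 0.1 were tested, 24332 genes and 2340 lncRNAs. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper. Fold changes on this scale understate those of genes near or below 0.1 FPKM. No fold is given against a genotype in which every library is listed at 0. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. Fisher's exact test, Spearman coefficients with exact permutation p, and permutation tests of position were computed in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. The matched draws for the lncRNA-gene pairs took 1000 samples within 20 bins of mean FPKM, and the position tests 100000 samples.

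The precision was judged from the replicates, since the deposited FPKM comes without the counts from which its counting error could be computed. The value of 1 fragment in each library relative to the others was read from the ratio that recurs most often among genes under 0.3 FPKM; 13 to 38 genes fell on it in each of the 15 pairs of libraries, against a median of at most 2 at other ratios, and the pairwise ratios were compatible with single depths to within 0.0857%. The limma fit was tested on simulated data with the spread of these libraries. Of 200 genes given a known change, 76 (38%) were called, with 2 calls among unchanged genes. Among 50 genes for each change, 34 raised and 29 lowered by 4 on the log2 scale were called, but only 6 raised and 7 lowered by 2. Of 200 lncRNAs 61 (30.5%) were called, with 3 among unchanged ones. A gene that was not called is therefore not shown to be unchanged.

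The tests, the thresholds and the following alternatives were chosen before the data were examined: a pseudocount of 1 or 0.01, no filter on low values or a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, eBayes without trend or robust, the replicate number as a block, the adjusted p alone, and leaving out each library in turn. For the pairs they were Pearson correlation, a threshold of 0.9 and a mean FPKM minimum, and for the position test bins of 1000 locus numbers, every transcript, and other sets of lncRNAs. Chosen after the values were seen were Spearman coefficients of log2(FPKM) with the log2 of 0 set to 0, draws of loci matched on mean FPKM, annotated genes as the background for the *cis* targets, the locus number 75000 as the edge of a stretch, the comparison of genes at 0 in a genotype with other genes of at least 0.5 mean FPKM, the shares that define genes of large and small share, and a tolerance of 0.05 when coefficients are compared with the paper's. The features named are those that the paper names in its text or in Figures 4b and 6c, the ORFs of Table S1, the genes of the pathways that the text names in Tables S5 and S6, and called features with the largest fold changes whose genotypes do not overlap and whose mean FPKM is at least 1 (genes) or 0.1 (lncRNAs). At most 2 of the last kind are printed for each direction, since the tables do not pair IDs with names. Genes of large share and an lncRNA paired with a wax gene are named outside this rule.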

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

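Every test in this part was chosen after the result was seen, except the merging of neighbouring loci.

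Among genes and new loci that the paper does not discuss one by one, 29 were listed at 0 in every wild-type library and at 1 FPKM or more in every *nwgl* library. Another 18 were listed at 0 in every *nwgl* library and at 1 FPKM or more in every wild-type library. Of these 47 in all, 46 are listed in Table S2. Estimates that failed in single libraries would give such genes in any grouping, but the 9 other splits of the libraries held at most 1. Sequence that a genotype lacks, or that differs from the reference, is a candidate explanation. New loci, which lie outside the reference annotation, made up 25 of the 47 (53.2%), against 10.3% of the 19738 other genes with a mean FPKM of at least 0.5 (two-sided Fisher's exact test, p = 3.38e-13). The new loci were assembled from these same libraries, so that a locus expressed in only one genotype enters the list by construction. Absent sequence and expression switched on or off therefore cannot be told apart here. Reads shared between related genes were not tested.

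The numbers of the called new loci, which are assumed to follow genome order, were crowded. Among 3423 new loci tested and 215 called, the range of numbers from 35000 to 39999 held 46 called of 406 (11.3%), where random draws gave a median of 32 in the fullest range (permutation test, one-sided p = 0.000360). The next range, from 40000 to 44999, held 33 of 252 (13.1%). Higher expression of the loci there leaves the excess in place, since draws matched on mean FPKM gave p = 0.000720 (permutation test, one-sided). Pieces of a single gene that carry neighbouring numbers leave it too: after new loci numbered within 10 of each other were merged, the range held 37, with p = 0.00050 (permutation test, one-sided). A stretch of the genome that differs between *nwgl* and wild-type plants, or that is regulated together, may lie behind the crowding; this was not tested, because the tables hold no positions of the new loci.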

How the results depend on the processing

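The splits of the libraries were counted after the results were seen. Only 1 of the 10 splits of the 6 libraries into 3 and 3, that by genotype, gave as many called genes as the genotypes, and the others gave at most 2. For the lncRNAs it was also 1 of 10, and the others gave at most 1. With so few splits the share cannot fall below 0.1.

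The alternatives are those listed in the processing summary. The number of mapping-interval ORFs called, 1, was the same under every alternative and with each library left out. The number of differentially expressed genes was within 1.5 times its value under a pseudocount of 0.01, both scalings, eBayes without trend or robust, the replicate block, and the adjusted p alone. It moved further with a pseudocount of 1 (777 genes, 178 lower in *nwgl* leaves), without a filter (761, 561 higher) and with a mean FPKM of at least 1 (735, 563 higher and 172 lower), which tests fewer genes. Quantile normalization raised the number lower in *nwgl* leaves to 499. Without a filter, the called genes of Table S2 fell to 565 and those of the pathways of Tables S5 and S6 to 20. The number of lncRNAs moved with a pseudocount of 1 (22, 15 higher and 7 lower, 22 of them in Table S8) and a mean FPKM of at least 1 (35, 18 higher, 31 in Table S8). The cause was not tested, apart from the fewer features under the stricter minimum.

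Over the 6 fits that each left out a library, the genes called ranged from 381 (without *nwgl* replicate 1) to 1269 (without *nwgl* replicate 3), with 292 to 1050 higher and 89 to 219 lower. Called genes of Table S2 ranged from 347 to 806 and pathway genes from 11 to 45, each lowest without *nwgl* replicate 1 and highest without *nwgl* replicate 3. The wax genes called ranged from 3 (without *nwgl* replicate 1) to 5. The lncRNAs called ranged from 11 (without *nwgl* replicate 1) to 26 (without wild-type replicate 2), with 7 to 17 higher and 4 to 11 lower, and those of Table S8 from 11 to 24. These fits have fewer samples.

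Over the fits that each left out a library, the odds ratio of calls among *cis* targets ranged from 0.946 (without *nwgl* replicate 1) to 1.12 (without wild-type replicate 1); it was reversed, below 1, without *nwgl* replicate 1 and without *nwgl* replicate 2 (0.950), never distinguishably. With all libraries kept it ranged from 1.01 (pseudocount of 0.01) to 1.24 (pseudocount of 1) over the other settings of the fit, none distinguishable from 1. With the genes of Table S2 it was 1.37 and passed p of 0.05. The lncRNA-gene pairs fell to 74 at a threshold of 0.9, by its construction, and stayed within 1.5 times under the other alternatives. The crowding of lncRNA loci by number lost its p under 0.05 for the lncRNAs called here (8 loci in the fullest range, p = 0.280, permutation test) and for those of Table S8 lower in *nwgl* leaves (5, p = 0.950, permutation test). The cause was not tested.

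For the 39 tested genes and lncRNAs whose own change or call is given, 576 comparisons with an alternative kept the direction. Of these 490 also kept their side of the threshold, 65 were weaker (48 with a library left out) and 21 stronger. With the replicate number as a block, 1314 genes and 56 lncRNAs were called. The replicate numbers do not pair the libraries: after the genotype means were removed, the correlation between wild-type and *nwgl* libraries of the same number was -0.03, 0.12 and 0.18 across genes.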

Differences from the paper's values

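The settings named here as chosen after seeing the values were not part of the plan.

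On FPKM, 65 lncRNAs were called, 45 higher and 20 lower in *nwgl* leaves, against the paper's 148, 96 and 52. None of the alternatives set before the data were examined closed the gap for any of these counts. Called in at least 1 fit were 76 of the lncRNAs of Table S8. For the genes of Table S2 this number was 1172, and eBayes robust called 1247 genes, the paper's total by number alone: 931 were higher and 316 lower against the paper's 913 and 334, and 939 are in Table S2.

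Table S9 names 1816 different *cis* targets and Table S10 93 different *trans* targets, against the paper's 906 and 23 annotated targets. The tables do not mark which targets count as annotated, and no alternative set before the data were examined bears on these numbers.

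The log2 ratio of mean FPKM of *Bol036039* was 9.39, against the paper's 8.74 in Table S2. The fold is 1.57 times the paper's, and every wild-type value lies under 0.1 FPKM. The paper took its fold changes from DESeq, whereas this is a ratio of mean FPKM. Both use the same libraries, so the replicate SD of log2 FPKM (0.71) does not measure the error of their difference. Of the alternatives set before the data were examined, median-of-ratios scaling, leaving out wild-type replicate 2 and leaving out *nwgl* replicate 2 gave 9.24, 9.03 and 9.10, within 1.5 times the paper's fold. Leaving out any other library did not, and the other alternatives were not computed for this ratio.

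Spearman coefficients of FPKM for the pairs of Fig. 6c were 0.46 for MSTRG.79315.2 with *Bol019316* against the paper's -0.82 in Table S13, -0.60 for MSTRG.72772.1 with *Bol008663* against the paper's -0.94, -0.76 for MSTRG.76018.3 with *Bol044773* against the paper's 0.88, and 0.46 for MSTRG.64884.1 with *Bol017046* against the paper's -0.82. Of the alternatives set before the data were examined, leaving out wild-type replicate 1 came within 0.05 of the paper's value for MSTRG.72772.1 (-0.90). Pearson correlation and leaving out other libraries did not for this pair, and neither did any of these for the other pairs. All were closed by setting the log2 of 0 to 0 before ranking, which was chosen after seeing the values.

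Of the wax genes that the paper calls changed, *Bol013612*, *Bol025251*, *Bol024192* and *Bol038557* were not called here over all genes by limma with Benjamini-Hochberg adjustment, with adjusted p of 0.0836, 0.0728, 0.167 and 0.0714. *Bol013612* and *Bol038557* were called with median-of-ratios scaling and with quantile normalization, *Bol013612* also without wild-type replicate 3, and *Bol025251* without wild-type replicate 1. *Bol024192* was called under none of the settings. Among the tyrosine metabolism genes, *Bol033528* was called by eBayes without trend and by quantile normalization, Kohlrabi_newGene_3371 by eBayes robust, by quantile normalization and without *nwgl* replicate 3, and *Bol044773* by no setting. *Bol009772* was called with both scalings. *Bol015060* was called with both scalings and the replicate block, *Bol031643* with these and without *nwgl* replicate 3 or wild-type replicate 2, and *Bol028725* by no setting.

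The paper reports finding no target of the differentially expressed lncRNAs with a direct part in wax biosynthesis. Table S9 lists 1 of its wax genes, *Bol035700*, as a *cis* target, of MSTRG.84152.1.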

Other observations

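Apart from the position test of the lncRNAs, which was planned when the identifiers of Table S8 had been seen, the tests in this part were chosen only after the result was seen.

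A few genes took a large share of the summed FPKM in some libraries and almost none in others. Of all genes, 9 held at least 1% of the sum of a library and under 0.01% in another, thresholds set after a first pair gave no genes. Together they held between 8.35% and 48.4% of a library. *Bol036868* held 12.9%, 25.4% and 9.85e-06% in the wild-type replicates and 1.26e-05%, 1.32e-05% and 30.7% in the *nwgl* replicates. The genotype as the explanation is argued against, since high and near-0 libraries occur within a genotype: the genotypes did not overlap in 0 of these genes (chance gives 10%). Differences between plants, and the assignment of reads shared by genes with neighbouring IDs, stay open and were not tested.

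The coefficients of Table S13 were equal to the Spearman coefficients of FPKM for 58 of its 206 pairs, and 121 had the opposite sign. All 148 that differed belong to pairs with a listed 0. When log2(FPKM) was ranked with the log2 of 0 set to 0, which places a 0 above every value between 0 and 1, 206 of the 206 coefficients were equal. This is a candidate explanation, found after other settings had been tried on the same values. Another order of the libraries is argued against, since the best of the 719 other orders gave 47 equal. With the log2 of 0 set to 0, 203 pairs of Tables S9 and S10 were past 0.8, all of them in Table S13, which also lists 3 pairs outside those tables.

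The lncRNA loci of Table S8, numbered by StringTie in what is assumed to be genome order, were crowded at high numbers. The range from 80000 to 84999 held 15 of 108 Table S8 loci, where random draws gave a median of 11 in the fullest range. Several transcripts of the same locus are argued against as the whole cause, since each locus was counted once (p = 0.0320, permutation test, one-sided); with every transcript counted the range held 35 (p = 1e-05, the smallest that the permutation test can give). Higher expression there is argued against too, as draws matched on mean FPKM gave p = 0.0299 (permutation test, one-sided). Among loci numbered from 75000 on, 31 of 419 (7.40%) are in Table S8, against 77 of 2642 (2.91%) below. If a stretch of the genome differed between the genotypes, its neighbouring genes might be called more often. Of the *cis* targets of the lncRNAs there, 23 of 348 (6.61%) were called, against 34 of 729 (4.66%) of those of the other lncRNAs (two-sided Fisher's exact test, p = 0.192). With so few called neighbours this explanation stays open.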
